# Nascent RNA sequencing analysis provides insights into enhancer-mediated gene regulation

**DOI:** 10.1186/s12864-018-5016-z

**Published:** 2018-08-23

**Authors:** Jing Wang, Yue Zhao, Xiaofan Zhou, Scott W. Hiebert, Qi Liu, Yu Shyr

**Keywords:** Enhancer, Nascent RNA sequencing, Enhancer regulation, Enhancer prioritization

## Abstract

**Background:**

Enhancers are distal cis-regulatory elements that control gene expression. Despite an increasing appreciation of the importance of enhancers in cellular function and disease, our knowledge of enhancer-regulated transcription is very limited. Nascent RNA sequencing technologies, such as global nuclear run-on sequencing (GRO-seq) and precision run-on sequencing (PRO-seq), not only provide a direct and reliable measurement of enhancer activity, but also allow for quantifying transcription of enhancers and target genes simultaneously, making these technologies extremely useful for exploring enhancer-mediated regulation.

**Results:**

Nascent RNA sequencing analysis (NRSA) provides a comprehensive view of enhancer-mediated gene regulation. NRSA not only outperforms existing methods for enhancer identification, but also enables annotation and quantification of active enhancers, and prediction of their target genes. Furthermore, NRSA identifies functionally important enhancers by integrating 1) nascent transcriptional changes in enhancers and their target genes and 2) binding profiles from regulator(s) of interest. Applied to wildtype and histone deacetylase 3 (*Hdac3)* knockout mouse livers, NRSA showed that HDAC3 regulates RNA polymerase recruitment through both proximal (promoter) and distal (enhancer) regulatory elements. Integrating ChIP-seq with PRO-seq data, NRSA prioritized enhancers based on their potential contribution to mediating HDAC3 regulation.

**Conclusions:**

NRSA will greatly facilitate the usage of nascent RNA sequencing techniques and accelerate the study of enhancer-mediated regulation.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5016-z) contains supplementary material, which is available to authorized users.

## Background

RNA transcription in eukaryotic cells is actively regulated in multiple stages, including RNA polymerase recruitment, transcription initiation, elongation, and termination. The RNA polymerase pause immediately downstream of a transcription start site (TSS) constitutes another critical step in transcriptional regulation [1–5]. Nascent RNA sequencing technologies, such as precision nuclear run-on sequencing (PRO-seq) [6] and global run-on sequencing (GRO-seq) [5], enable the measurement of transient RNA transcription at multiple stages, on a genome-wide scale, for multiple RNA species, including protein-coding genes, long non-coding genes, microRNAs, and even enhancer RNAs. When used for comparison across different conditions, these technologies provide a direct and sensitive measurement of transcriptional changes at each stage, without interference from splicing, capping, and post-transcriptional stabilization.

Like promoters, enhancers are key regulatory components bound by transcriptional regulators to enable temporal and spatial control of gene expression. Active enhancers contain transcription initiation sites [7–10]. Enhancers control cell-type specific gene expression that regulates cell lineage determination and cellular responses to stimuli [11, 12]. Mutations in enhancer sequences alter transcription factor binding, which leads to abnormal gene expression and can result in disease [13, 14]. In the human genome, 43,011 active, in vivo-transcribed enhancers have been identified by CAGE (cap analysis gene expression) profiles in the FANTOM5 project [10, 15, 16]. Only a small portion of enhancers, however, has been characterized, underscoring the importance of accurate identification of active enhancers to study their transcriptional regulation and understand their role in regulating gene expression.

Combinations of histone modifications, such as high levels of H3K4me1 and H3K27ac in the absence of H3K4me3, are commonly used to predict active enhancers [17–21]. Although useful and informative, histone modifications are correlative and only describe the chromatin state. They do not distinguish transcriptionally active enhancers from poised enhancers. Other approaches reported to predict enhancers include those based on features such as motifs and conservation [22–25], transcriptional regulator binding [20, 26–28], and enhancer-promoter interactions [29–31]. All of these features, as well as histone modifications, however, are only indirect indicators of enhancer presence and activity, and do not directly identify enhancers.

In contrast, enhancer-templated RNA (eRNA), a group of non-coding RNAs bidirectionally transcribed from enhancers, is a more direct and reliable indicator of enhancer activity [32–35]. Because eRNAs are often unstable, traditional transcriptome profiling such as RNA-seq cannot successfully capture these transcripts [36]. GRO/PRO-seq, which directly maps elongation-competent RNA polymerases and reveals transcriptional direction [37, 38], provides an accurate way to both identify and quantify eRNAs in a single experiment, and has been used successfully to study the regulatory role of enhancers in gene transcription [9, 33]. Recently, several tools have been developed to implement de novo calling of active transcription/regulatory units from GRO/PRO-seq data (Fig. 1a) [39–42]. dREG trains a classifier based on support vector regression to recognize the characteristic pattern of divergent transcription at active transcriptional regulatory elements (promoters, enhancers, and insulators) [39]. groHMM uses a two-state hidden-Markov model to define the boundaries of active transcription units [40]. Fstitch takes advantage of the hidden-Markov model and logistic regression to identify active transcribed regions [41]. Finally, Vespucci not only identifies nascent transcripts, but also deposits the relevant data into a database that makes downstream integrative analysis feasible [42]. Though not specifically designed for enhancer identification, these tools can be used to detect enhancers with the help of other scripts or genome annotation (Fig. 1a). To further understand enhancer function, additional novel tools are needed to link enhancers to their target genes and to identify functionally important enhancers.

**Fig. 1:**
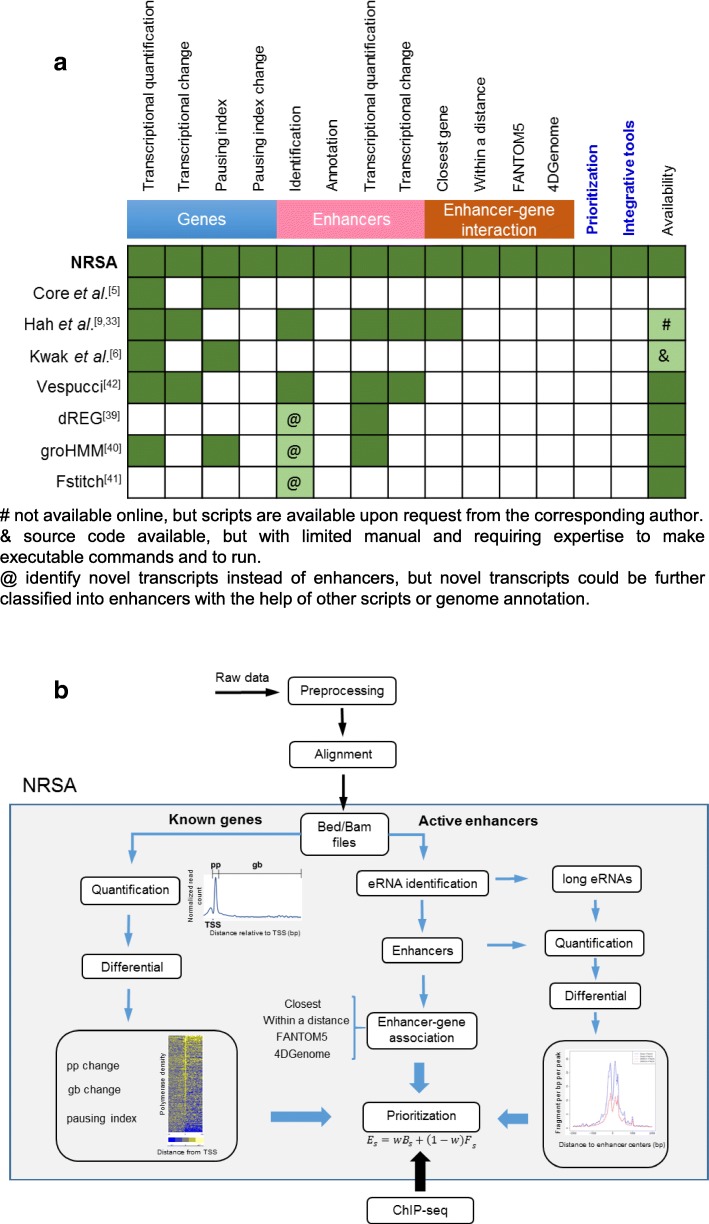
**a** Summary of features distinguishing NRSA from exiting GRO/PRO-seq analysis tools. **b** The schema of NRSA. NRSA takes read alignment files (Bed/Bam format) as input. There are two main types of analysis: one for known genes (left panels) and the other for active enhancers (right panels). To identify enhancers contributing to the function of the regulator of interest, NRSA integrates GRO/PRO-seq results with external ChIP-seq data to prioritize enhancers. pp.: promoter-proximal, gb: gene body, TSS: transcription start site

Here, we describe nascent RNA sequencing analysis (NRSA), a novel tool with the dedicated goal of comprehensive analysis of enhancer-mediated regulation from nascent transcriptome data. NRSA not only identifies and quantifies enhancers as do dREG, Vespucci, Fstitch, and groHMM, but also annotates and assigns enhancers to their potential target genes. These additional functions are critical for studying enhancer-mediated regulation and downstream effects (Fig. 1a). Moreover, NRSA prioritizes enhancers by integrating nascent transcriptional changes in enhancers and their target genes, with binding profiles from regulator(s) of interest (Fig. 1a and b). NRSA performs all analysis using two simple Linux commands and provides tools for optimizing figure output, facilitating usage by investigators with limited or no informatics background.

When first applied to public GRO/PRO-seq data, NRSA demonstrated its power for highly reliable identification of enhancers. NRSA was then applied to a new PRO-seq dataset acquired from wildtype (WT) and *Hdac3*-deleted mouse livers at post-natal day 14 (P14). Histone deacetylases (HDACs) catalyse the removal of acetyl groups from histone tails and non-histone proteins, repressing gene transcription by modulating chromatin structure [43]. HDAC3 provides enzymatic activity in a transcriptional repressive complex containing nuclear receptor corepressor (NCoR)/silencing mediator for retinoid and thyroid hormone receptors (SMRT), which has been shown to repress gene expression [44–46]. The regulatory role of HDAC3 at different stages of transcription (e.g., initiation or elongation), however, is still under debate. NRSA revealed that deletion of *Hdac3* in mouse livers primarily increased RNA polymerase promoter-proximal pausing without promoting transcription elongation. More interestingly, NRSA identified 1650 novel enhancers and further prioritized these enhancers based on their potential contribution to HDAC3-regulated RNA polymerase recruitment. NRSA and *Hdac3* Wildtype(WT)/Knockout(KO) PRO-seq data are freely available at http://bioinfo.vanderbilt.edu/NRSA/.

## Results

### NRSA identifies enhancers accurately and reproducibly

NRSA was first applied to public K562 and GM12878 GRO-seq data to assess its performance in enhancer identification. 358 enhancers were detected in K562 data (Additional file 1: Table S1a), and 2654 in GM12878 (Additional file 1: Table S1b). To compare NRSA with existing enhancer detection tools like groHMM, dREG, and ChromHMM, an equal number of top scoring enhancers were selected from each method (top 300 enhancers in K562 and top 1000 in GM12878). Because neither groHMM nor ChromHMM employ a scoring metric to rank enhancers, the top 300 (K562) and top 1000 enhancers (GM12878) with the strongest GRO-seq signatures were selected. Results showed that enhancers identified by NRSA, as compared to those detected by dREG or groHMM, were much more enriched with enhancer-associated signatures, such as GRO-cap, EP300, and H3K4me1 binding signals (Fig. 2a), which have been commonly used to predict enhancers [19, 21, 47, 48]. groHMM and dREG occasionally failed to pick up regions even with strong bi-directional transcriptional signals and histone modifications marking active enhancers (i.e., H3K4me1 and H3K27ac). Furthermore, enhancers detected by groHMM are much broader than those identified by NRSA or dREG (Additional file 2: Fig. S1). Compared with ChromHMM [49], which integrates various histone modification datasets (including H3K4me1 data) to predict enhancers, NRSA identified enhancers with comparable H3K4me1 signatures and much higher GRO-cap and EP300 binding signals (Fig. 2a). The NRSA-identified enhancers also were enriched in known enhancers from the FANTOM5 [50] and VISTA [51] databases, as compared to enhancers detected by dREG, groHMM, or ChromHMM (Fig. 2b). FANTOM5 includes 65,423 human enhancers defined by CAGE-tags [50], while VISTA contains 1751 experimentally validated human regions with enhancer activity [51]. These results demonstrate that NRSA achieves better performance in identifying enhancers than existing GRO/PRO-seq- and histone marker-based methods.

**Fig. 2:**
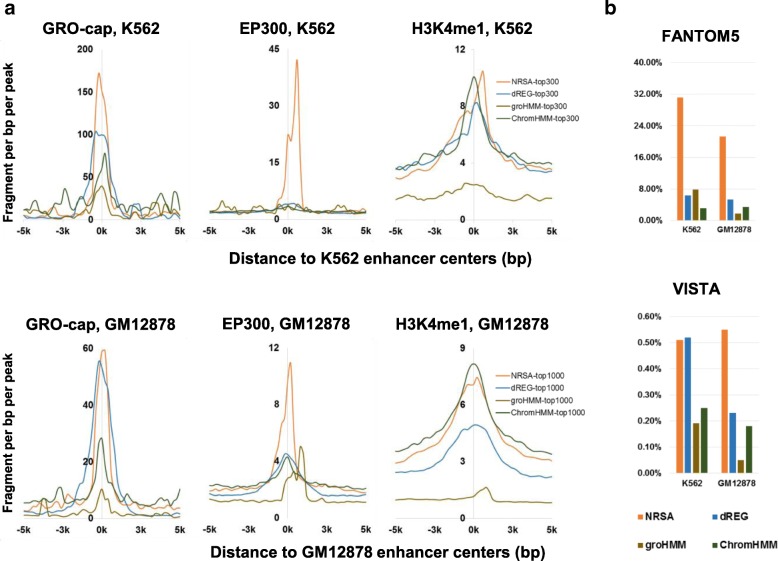
Comparison between NRSA and dREG, groHMM, and ChromHMM on enhancer identification. **a** Enrichment of enhancer-associated signatures, including GRO-cap, and ChIP-seq of EP300 and H3K4me1, based on the top scoring enhancers from each method. **b** Percentage of known enhancers in FANTOM5 and VISTA

NRSA was then applied to U2OS GRO-seq replicate datasets with comparable sequencing coverage (GSE66928: GSM1634453 & GSM1634455). A similar number of enhancers (1636 and 1728, respectively) was detected in each replicate, with the majority of these (1238) shared in common between replicates, suggesting high reproducibility of enhancer identification (Fig. 3a) (Additional file 1: Table S1c and d). Applied to K562 data generated on GRO- and PRO-seq technologies, NRSA discovered 3021 enhancers in the PRO-seq data, but only 358 in the GRO-seq data (Fig. 3b) (Additional file 1: Table S1e). Most enhancers identified in the GRO-seq data (266 of 358) also were found in the PRO-seq data, while a large portion of enhancers detected in the PRO-seq data (2755 of 3021) were missed by the GRO-seq data (Fig. 3b). The increased detection in the PRO-seq data is attributable to the depth of sequencing; the total number of reads in the PRO-seq data (387,932,085) is ~ 22 times more than in the GRO-seq data (just 17,691,454). The enhancers found in common between the two technologies displayed significantly higher eRNA transcription than those unique to each technology (Additional file 3: Fig. S2), suggesting that only enhancers with higher transcription levels are picked up by both platforms. With random subsampling to down-scale the total read number in the PRO-seq data, the percentage of overlapping enhancers increases, approaching ~ 60% when the PRO-seq is adjusted to similar sequencing depth as the GRO-seq data (Fig. 3c). The remaining differences in identified enhancers could be explained by inherent differences between the GRO-seq and PRO-seq platforms. Only 23% (692/3021) and 33% (119/358) of the enhancers from the K562 PRO-seq and GRO-seq data, respectively, were annotated in FANTOM5, while 77% and 67% were novel enhancers (Fig. 3d). Like known enhancers, these novel enhancers were marked by enhancer-associated histone modification signatures (H3K4me1 and H3K27ac) (Fig. 3e). These results demonstrate that enhancer identification by NRSA is highly reproducible and that NRSA works well for both GRO/PRO-seq technologies.

**Fig. 3:**
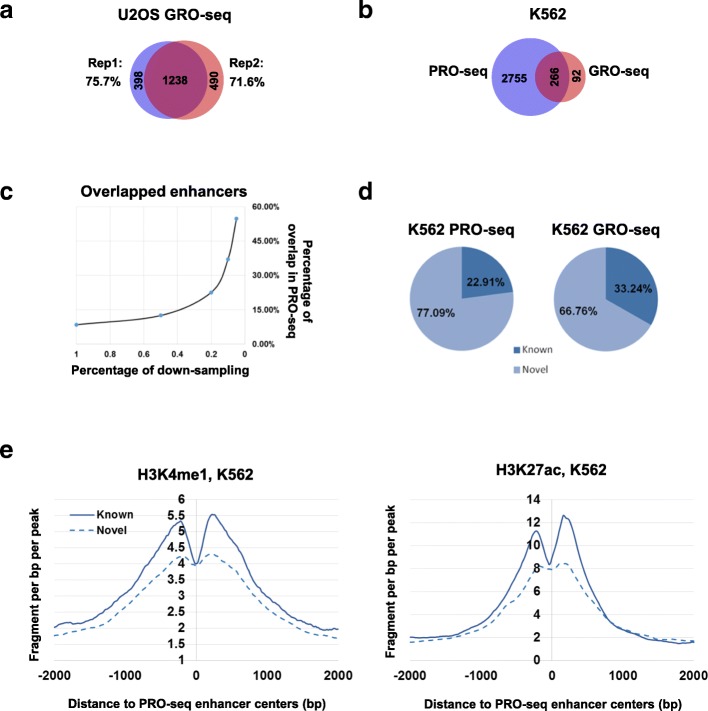
The reproducibility of enhancers identified by NRSA. **a** The overlap of enhancers identified in two replicates of U2OS GRO-seq data (Rep1: GSM1634453, Rep2: GSM1634455). **b** The overlap of enhancers identified in K562 PRO-seq and GRO-seq data. **c** The overlap of enhancers identified in random-subsampled K562 PRO-seq data and K562 GRO-seq data. **d** Percentage of known and novel enhancers identified in K562 PRO-seq and GRO-seq data. **e** Enrichment of histone modifications H3K4me1 and H3K27ac around the centers of PRO-seq-identified known and novel enhancers

### NRSA reveals enhancer-mediated Hdac3 regulation

#### HDAC3 regulates RNA polymerase recruitment to promoters

HDAC3 is known to repress gene transcription [44–46]; however, its mechanism of action at transcription initiation versus elongation is still unclear. We generated PRO-seq datasets from WT and *Hdac3* KO mouse livers (two biological replicates per condition) and used NRSA to explore the functional role of *Hdac3* in transcriptional regulation. 

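PRO-seq (precision nuclear run-on sequencing) labels and sequences the RNA that engaged polymerases are making in isolated nuclei. Livers were taken on postnatal day 14, and each library came from 20000000 nuclei pooled from 9 mice. The 18 mice of each genotype thus gave 2 libraries, WT1 and WT2 for WT and KO1 and KO2 for *Hdac3* KO. The authors trimmed the reads, aligned them to mm10 with Bowtie2, removed ribosomal RNA and poorly mapped reads, and counted the remaining reads with NRSA over 20820 RefSeq transcripts. The promoter-proximal value of a transcript is its number of reads in the 50 bp window with most reads around the TSS, and the gene body value is its number of reads further downstream to the transcription termination site. The deposited values are these counts multiplied by 1 scaling factor per library. The factor was 1.15 for WT1, 1 for WT2, 1.06 for KO1 and 1.52 for KO2, and dividing by it gave whole reads for 100% of the 41640 values of each library. The reads counted on genes were 22801905 in WT1, 26190040 in WT2, 24049791 in KO1 and 16628518 in KO2.

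*Hdac3* lies on chromosome 18 of GRCm38 from 37936971 to 37955015. Its normalized gene body reads were 665 in WT1, 648 in WT2, 609 in KO1 and 582 in KO2, a log2 fold change (KO over WT) of -0.14 (standard error 0.13, adjusted p = 0.413 from limma with Benjamini-Hochberg adjustment). Its normalized promoter-proximal reads were 130 in WT1, 108 in WT2, 112 in KO1 and 211 in KO2, a log2 fold change of 0.38 (standard error 0.33, adjusted p = 0.370 from limma). This is -0.18 relative to the median change of active genes, and with median-of-ratios scaling within the promoter-proximal region, which sets that median near 0, the change was -0.19. Neither region changed past an adjusted p of 0.05. These values are sums over the gene body and over a 50 bp window. They cannot show whether a part of the gene is missing, so they do not test the deletion. The genotypes rest on the labels of the libraries. *Ncor1*, on chromosome 11 from 62317797 to 62438481, encodes a corepressor that binds HDAC3. Its gene body log2 fold change was -0.11 (standard error 0.11, adjusted p = 0.437 from limma), from 6967 ± 195 normalized reads in WT to 6450 ± 303 in KO (mean ± SD, n = 2 libraries).

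For each gene symbol, the transcript with the highest promoter-proximal mean was kept, 1 was added to the normalized reads, and log2 values of KO and WT were compared with limma across active genes. A gene was called up or down at an adjusted p under 0.05 and an absolute log2 fold change over 0.6. With 2 libraries against 2, no exact permutation of the libraries can give a two-sided p under 0.33, so values of single libraries and of library pairs are given beside the tests.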

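The files list 20642 gene symbols, 118 of them with more than 1 transcript. Of these genes, 12705 had promoter-proximal reads and a mean gene body density over 4 normalized reads per kb across the 4 libraries. Counted per library, 13116 genes passed both criteria in at least 1 library and 11934 in every library. The paper's implementation section applies this cutoff after scaling the total read count to 10000000, but the total read counts are not in the deposited table, so the deposited scale was used. With reads on genes in place of total reads, added after seeing the data, the cutoff equals 10.3 normalized reads per kb and 11103 genes passed. The median active gene had 114 normalized promoter-proximal reads and 727 normalized gene body reads, over a gene body of 19243 bp.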

In total, 11,273 genes were found to be transcriptionally active, using the criteria of promoter-proximal density greater than zero and gene body density greater than 4 reads/kb (see Implementation).

To detect transcriptional changes in *Hdac3* KO vs. WT conditions, the PRO-seq measurements were first normalized by the total number of uniquely mapped reads in each library. 

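After the deposited scaling, the reads on genes summed to 26161355 in WT1, 26190040 in WT2, 25511994 in KO1 and 25247012 in KO2. Promoter-proximal windows took 10.3% of the gene reads in WT1 (95% Wilson interval 10.2 to 10.3), 9.38% in WT2 (9.37 to 9.39), 13.6% in KO1 (13.55 to 13.58) and 17.0% in KO2 (16.97 to 17.01). Such intervals cover counting error only, not the differences between pools of mice. The share was higher in both KO libraries than in both WT libraries. KO2, which had the fewest reads, had the highest share. The 10 genes with most gene body reads took 7.35% of the gene body reads in WT1, 9.77% in WT2, 5.90% in KO1 and 6.68% in KO2. Median-of-ratios factors computed on the scaled gene body values of active genes were 1.02 for WT1, 1.04 for WT2, 1.00 for KO1 and 0.94 for KO2. Computed on the scaled promoter-proximal values, they were 0.85 for WT1, 0.80 for WT2, 1.07 for KO1 and 1.39 for KO2.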

After normalization, transcriptional changes were calculated for all active genes at multiple stages, including initiation, elongation, and pausing. The gene body transcriptional changes were consistent with our previously published mRNA expression microarray data generated from *Hdac3* WT and KO mouse livers at P17 [52] (Additional file 4: Fig. S3a and b). 

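In gene body regions, 1324 of the 12705 active genes were up and 1449 were down in *Hdac3* KO livers. The median gene body log2 fold change over active genes was -0.09, and the 4 pairs of a KO and a WT library gave medians from -0.15 to -0.02. Without a filter on activity, over 20642 genes, 406 genes were up and 589 were down, and without a threshold on the fold change 2161 were up and 2807 down. Scaling within gene bodies reversed this balance. Median-of-ratios scaling gave 1530 up and 1190 down, and edgeR's TMM scaling gave 1524 up and 1203 down. The microarray data were not analysed here.

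Among the called genes with a mean of at least 50 normalized reads and both KO libraries on the same side of both WT libraries, the 3 largest rises were those of *Gstm3*, *Doc2b* and *Aldh1a1*. *Gstm3* (chromosome 3, 107963696 to 107969174), a glutathione S-transferase gene with paralogs among which reads could have been split, rose from 22.7 ± 5.22 to 284 ± 72.2 normalized reads (mean ± SD, n = 2 libraries). Its log2 fold change was 3.58 (standard error 0.25, adjusted p = 1.63e-10 from limma). The log2 fold change of *Doc2b* (chromosome 11, 75768966 to 75796049) was 3.10 (standard error 0.26, adjusted p = 1.62e-09 from limma), and that of *Aldh1a1* (chromosome 19, 20601961 to 20643462) was 2.70 (standard error 0.19, adjusted p = 1.70e-10 from limma). The 3 largest falls were those of *Ppp1r3g*, *Sds* and *H19*. *Sds* (chromosome 5, 120476547 to 120483932) had 4859 normalized reads in WT1, 6286 in WT2, 349 in KO1 and 290.0 in KO2, a log2 fold change of -4.11 (standard error 0.13, adjusted p = 6.18e-16 from limma). *Ppp1r3g* (chromosome 13, 35967853 to 35970388) had 196 and 291 normalized reads in WT1 and WT2 but only 21.2 in KO1 and 6.07 in KO2. Its log2 fold change was -4.26 (standard error 0.37, adjusted p = 3.51e-09 from limma). The gene body of *H19* (chromosome 7, 142575530 to 142578146) changed by -3.98 on the log2 scale (standard error 0.27, adjusted p = 1.10e-10 from limma).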

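Across the 12705 active genes, the median promoter-proximal log2 fold change was 0.56, and 84.2% of the genes had a value above 0. The median log2 ratio was 0.34 for KO1 over WT1, 0.41 for KO1 over WT2, 0.69 for KO2 over WT1 and 0.79 for KO2 over WT2. Libraries of the same genotype also differed, with a median of 0.10 for WT1 over WT2 and 0.36 for KO2 over KO1. All 4 ratios of KO to WT were above 0, but the smallest did not exceed the ratio between the KO libraries. In the 3177 active genes with most promoter-proximal reads the median log2 fold change was 0.63, and in the 3176 with fewest it was 0.40.

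The scaling moved this value most. Median-of-ratios scaling within the promoter-proximal region, which centers the changes of most genes at 0, gave a median of -0.001. With scaling factors from gene bodies applied to both regions, the median was 0.64.

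**Figure D1:**
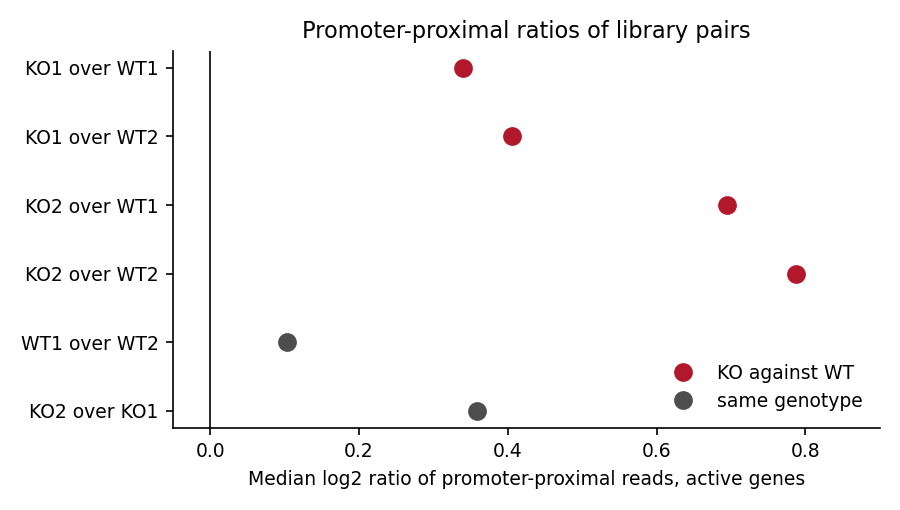
Median log2 ratio of normalized promoter-proximal reads over active genes (x axis) for each pair of libraries (y axis), with pairs of a KO and a WT library in red and pairs of the same genotype in grey. The KO over WT medians lie between 0.34 and 0.79, and the 2 medians within a genotype are 0.10 and 0.36.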

Most interestingly, the deletion of *Hdac3* caused a global accumulation of polymerase in promoter-proximal regions (Fig. 4a) (Additional file 5: Table S2), which could be associated with loss of heterochromatin, making the expressed genes more accessible [53]. 2801 genes showed a significant increase in polymerase accumulation at their promoter-proximal regions (FDR < 0.05 & log_2_FC > 0.6), while only 180 genes showed significant loss (FDR < 0.05 & log_2_FC < − 0.6) (Fig. 4b). 

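At the promoter-proximal regions, 3282 genes were up and 280 were down in limma over the 12705 active genes, and without adjustment for multiple tests 4983 were up and 442 down. Of the called genes, 92.1% were up. With median-of-ratios scaling from gene bodies, 3020 genes were up and 192 down (94.0% up). Scaling within the region centers the changes near 0 and so lowers the share of up genes by design: with median-of-ratios 634 genes were up and 942 down (40.2% up), and with edgeR's TMM 682 were up and 1017 down (40.1% up). DESeq2 on the recovered reads with the deposited scaling called 2799 genes up and 180 down. Without a filter on activity, limma called 0 of the 20642 genes up and 0 down, while 3790 were up and 398 down without adjustment.

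The libraries carry replicate numbers, and the paper's text does not say whether libraries of the same number were prepared together. Across active genes, the deviations of WT1 and KO1 from their genotype means had a correlation of -0.105. Fitting the replicate number as a block gave 1772 genes up and 177 down. Pairing WT1 with KO2 and WT2 with KO1 instead, a setting chosen after seeing the data, gave 4861 up and 399 down.

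The 3 largest promoter-proximal rises by the same rule as for gene bodies were those of *Orm3*, *Lrat* and *Sod3*. *Orm3* (chromosome 4, 63356069 to 63359506), which has paralogs that could share its reads, had 24.1 normalized reads in WT1, 5 in WT2, 102 in KO1 and 169 in KO2. Its log2 fold change was 3.43 (standard error 0.39, adjusted p = 9.60e-15 from limma), which is 2.87 above the median of active genes. The changes of *Lrat* (chromosome 3, 82892582 to 82903974), a marker gene of hepatic stellate cells, and *Sod3* (chromosome 5, 52363804 to 52369738) were 2.20 and 2.11 above that median. Their adjusted p values were 1.39e-10 and 1.09e-08 from limma. The largest fall was that of *H19*, from 827 ± 152 to 46.1 ± 15.8 normalized reads (mean ± SD, n = 2 libraries), a log2 fold change of -4.16 (standard error 0.32, adjusted p = 4.05e-34 from limma). *Selenbp2* (chromosome 3, 94693573 to 94704406) and *Serpina3m* (chromosome 12, 104387157 to 104394259), both with paralogs, followed with log2 fold changes of -3.29 (standard error 0.40, adjusted p = 1.17e-12 from limma) and -2.70 (standard error 0.33, adjusted p = 1.36e-12 from limma).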

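Of the genes called up at the promoter-proximal region, 2385 were not called up in the gene body, which is 72.7% (95% Wilson interval 71.1 to 74.2). At the same thresholds, the gene body was called neither up nor down for 2355 genes and down for 30. This does not mean that the gene bodies did not change: without a threshold on the gene body fold change, 1998 of these 3282 genes were not called up in the gene body and 155 were called down. The percentage moved most with median-of-ratios scaling within each region, where it was 30.4%. It was 57.7% with the replicate number as a block. It was 79.8% with the crossed pairing of replicates, which was chosen after seeing the data.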

Further analysis of the 2801 genes with significant increase in promoter-proximal polymerase showed that 79.3% (2221) genes did not display a significant increase in transcription of their corresponding gene body regions (an example is illustrated in Fig. 4c), and 15 genes were transcriptionally downregulated in their gene body regions (Fig. 4b).

**Fig. 4:**
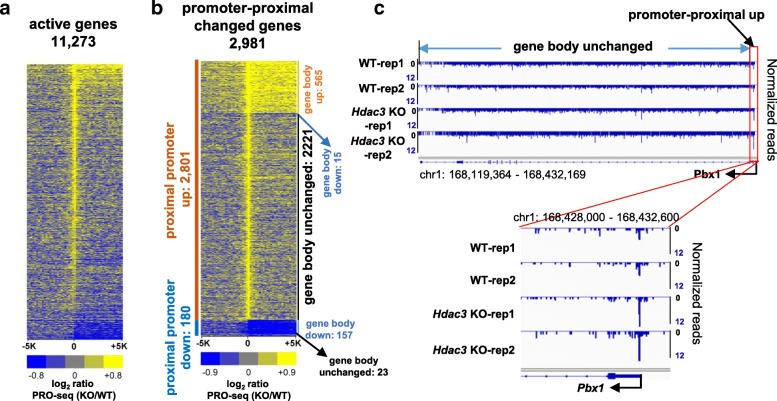
Impact of *Hdac3* deletion on nascent transcription of known genes. **a** Heatmap of log_2_-transformed fold changes of RNA polymerases ±5 kb from TSSs with 200 bp bin size for all active genes comparing *Hdac3* KO (knockout) and WT (wildtype) mouse livers. Genes were ranked by promoter-proximal density changes. **b** Heatmap of log_2_-transformed fold changes in RNA polymerases ±5 kb from TSSs with 200 bp bin size for genes showing significant change in RNA polymerases in promoter-proximal regions (pp up: upregulated in promoter-proximal regions; pp. down: downregulated in promoter-proximal regions; gb up: upregulated in gene body region; gb down: downregulated in gene body region; gb unchanged: unchanged in gene body region). **c** IGV snapshot of an example that shows a concomitant increase of RNA transcription in promoter-proximal but no change in gene body upon *Hdac3* deletion

Compared with two GRO-seq datasets, which studied RNA Pol II dynamics after triptolide and flavopiridol treatment [54], PRO-seq of the *Hdac3* knockout demonstrated a different transcriptional regulation mechanism (Additional file 6: Fig. S4). 

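Over the 12705 active genes, promoter-proximal and gene body log2 fold changes had a Pearson r of 0.656 and a Spearman rho of 0.541. The permutation p of both was 1e-05, the smallest that 100000 permutations can give, and genes are not independent replicates. Within single pairs of a KO and a WT library, r was between 0.51 and 0.62. The least squares slope of gene body change on promoter-proximal change was 0.636, and between 0.44 and 0.57 within the pairs. Without a filter on activity, the slope was 0.483.

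The pausing index, the ratio of promoter-proximal to gene body density, was up in 1421 active genes and down in 69 (limma on its log2 values, same thresholds). These counts depended on how the replicates were treated. The paper's test of the pausing index, the Cochran-Mantel-Haenszel test, takes replicates as strata. In limma with the replicate number as a block, 131 genes were up and 17 down, and with the crossed pairing, chosen after seeing the data, 4121 were up and 131 down. Median-of-ratios scaling within each region left 2 genes up and 12 down. It divides the regions by separate factors and so removes a shift of the index shared by most genes. This drop is therefore set by design and does not test the rise.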

Although transcriptional changes between promoter-proximal and gene body regions were significantly correlated after *Hdac3* knockout, transcripts at gene-body regions accumulated much more slowly than those at promoter-proximal regions, suggesting a dominant effect on enhancing transcription initiation, along with a modest increase in pausing. In contrast, triptolide blocks initiation without affecting transcription pausing [54]. After triptolide treatment, transcription of gene-body regions and promoter-proximal regions decreases at similar speeds. Flavopiridol treatment inhibits escape from the RNA Pol II pause [54], which leads to decreased transcription at gene-body regions and independent transcriptional change between gene-body and promoter-proximal regions (*p* > 0.05, Additional file 6: Fig. S4). Overall, our findings suggest that HDAC3 regulates RNA polymerase recruitment to TSSs, rather than restricting RNA polymerase release into the gene body. This is consistent with previous findings, which showed that transcription repression by HDACs occurs at an early step to prevent RNA polymerase II binding [45, 46].

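Of the genes up at the promoter-proximal region, 897 (27.3%) were also up in the gene body. Of those down at the promoter-proximal region, 246 (87.9%) were also down in the gene body, 32 were unchanged and 2 were up. Among the active genes without a promoter-proximal call, 425 gene bodies were up and 1173 were down. Whether gene bodies follow rises and falls to a different degree was not tested.

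The paper starts from the gain of promoter-proximal polymerase at many genes, most of them without a significant rise in the gene body. It then points to the correlation of the changes in both regions, with gene body transcripts accumulating more slowly, and contrasts this with the patterns after triptolide and flavopiridol (Fig. S4), data that were not analysed here. From these comparisons, the paper proposes that HDAC3 acts on the recruitment of RNA polymerase to TSSs and not on its release into the gene body.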

#### Active enhancers in the mouse liver

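The enhancers were called by NRSA on the reads pooled from all 4 libraries. The authors took transcripts found by HOMER outside annotated RefSeq genes, kept pairs transcribed in both directions, and merged enhancers that lay close together. The deposited list gives each enhancer's start, end and centers, its overlap with FANTOM5, its closest gene with the distance to the TSS, the genes within 50 kb and the genes linked to it in 4DGenome. It holds no reads per library, so transcriptional changes of enhancers were taken from the paper's Table S4. The list has 2654 centers in all, and 2008 enhancers have 1 center. The closest gene was on median 49820.5 bp away and lay within 50 kb for 1146 enhancers (50.2%). There were 1380 different closest genes, of which 1379 were among the 12705 active genes.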

NRSA detected 2282 intergenic active enhancers from the pooled PRO-seq data derived from *Hdac3* WT and KO mouse livers (Additional file 7: Table S3). The median size of the transcribed region at enhancers was about 2 kb, similar to the typical length of enhancers reported in a previous study [55]. 

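The median length in the deposited list was 2260 bp, with quartiles of 1668.5 and 3715.75 bp. The shortest enhancer spans 279 bp on chromosome 4 from 129789487 to 129789766, and its closest gene is *Ptp4a2*. The longest spans 75722 bp on chromosome 9 from 13466209 to 13541931, near *Phxr4*.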

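Of the listed enhancers, 59 were 20 kb or longer and 187 (8.19%) were longer than 10 kb. The 95% Wilson interval of the share under 20 kb was 96.7 to 98.0%.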

Most enhancers (97.4%, 2223 of 2282) were shorter than 20 kb (Additional file 8: Fig. S5). Among these detected enhancers, 27.7% have been annotated in FANTOM5, while 72.3% (1650) were considered novel enhancers (Fig. 5a). 

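An enhancer was counted as known when at least 1 of its centers was in FANTOM5, which held for 632 enhancers (95% Wilson interval of the share 25.9 to 29.6%). When all centers had to be in FANTOM5, 516 enhancers (22.6%) were known. The median length was 2327 bp for enhancers with a FANTOM5 center and 2225 bp for the others.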

The novel enhancers were enriched with histone modification markers H3K4me1 and H3K27ac, with the level of enrichment comparable to that of known enhancers (Fig. 5b). Additionally, the active genes closest to enhancers showed much higher transcriptional activity in both promoter-proximal and gene-body regions than other active genes (Fig. 5c), further supporting the reliability of identified enhancers.

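Among active genes, the 1379 closest to an enhancer had a median promoter-proximal density 0.31 higher in log2 reads per kb than the 11326 others (permutation test over genes, two-sided, p = 2e-05). Their median gene body density was 0.55 higher (p = 1e-05 from the permutation test, the smallest it can give). Both tests had an adjusted p of 2e-05 after Benjamini-Hochberg adjustment of the pair. By library, the promoter-proximal difference was 0.38 in WT1, 0.34 in WT2, 0.25 in KO1 and 0.32 in KO2. The gene body difference was 0.51 in WT1, 0.49 in WT2, 0.60 in KO1 and 0.61 in KO2. When all other genes in the files were compared, active or not, the differences were 2.38 for promoter-proximal regions and 2.18 for gene bodies. The paper assigns enhancers to active genes only, so a large difference from a group with inactive genes is fixed in advance and does not support the result. The paper's set of active genes is smaller than the 12705 used here. Genes outside that set could not be linked, so part of the main differences may also be fixed in advance. With the cutoff for active genes applied per 10000000 gene reads, chosen after seeing the data, the promoter-proximal difference was 0.09 (permutation p = 0.148) and the gene body difference 0.37 (permutation p = 1e-05). That cutoff leaves 11103 active genes, nearer to the paper's number. The promoter-proximal difference of 0.31 is thus not shown to be more than this effect.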

**Fig. 5:**
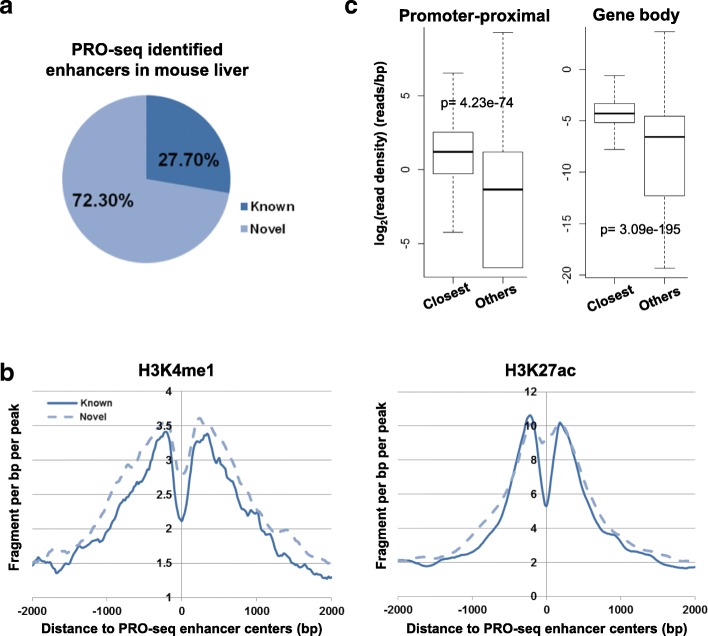
Active enhancers identified in the mouse liver. **a** Percentage of known and novel enhancers identified in the mouse liver PRO-seq dataset. **b** Enrichment of H3K4me1 and H3K27ac for known and novel enhancers. **c** The distribution of RNA transcription abundance in promoter-proximal (left) and gene body (right) regions of enhancer-associated genes and other active genes

#### HDAC3 regulates enhancer activity

Similar to elevated promoter-proximal RNA polymerase pauses for known genes, accumulation of RNA polymerase around enhancer centers showed a global increase in *Hdac3* KO livers compared to WT livers (Fig. 6a and b) (Additional file 9: Table S4), suggesting *Hdac3* affects eRNA production. Indeed, 582 (25.5%, 582 out of 2282) enhancers were found to be upregulated (FDR < 0.05 & log_2_FC > 1) upon *Hdac3* deletion, while only 212 (9.3%, 212 out of 2282) enhancers were downregulated (FDR < 0.05 & log_2_FC < − 1) (Fig. 6b). Consistent with HDAC3 functioning as a transcriptional co-repressor, the deletion of *Hdac3* releases enhancer repression, leading to enhancer activation as evidenced by increased eRNA transcription [56, 57].

**Fig. 6:**
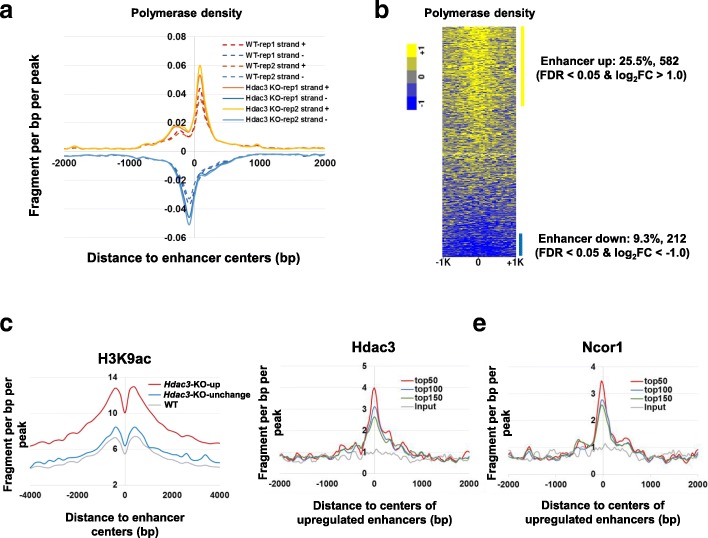
HDAC3 regulates enhancer activity. **a** RNA polymerase signals around enhancer centers in *Hdac3* KO and WT samples. **b** Heatmap of log_2_-transformed fold changes of RNA polymerase ±1 kb from all enhancer centers with 50 bp bin size comparing *Hdac3* KO and WT mouse livers. **c** Elevation of H3K9ac signal around upregulated and unchanged enhancers upon *Hdac3* deletion. **d** ChIP-seq signatures of HDAC3 binding around the top 50, 100, and 150 significantly upregulated enhancers. **e** ChIP-seq signatures of Ncor1 binding around the top 50, 100, and 150 significantly upregulated enhancers

We used previously published H3K9ac, HDAC3 and NCoR ChIP-seq data derived from mouse liver to further characterize these up-regulated enhancers [45, 58]. Genomic recruitment of HDAC3 has been reported to remove acetylation, and deletion of HDAC3 is expected to elevate H3K9ac signal [45]. NCoR (also known as NCOR1), as well as SMRT, forms transcriptional repressive complexes with HDAC3, and the deacetylase activating domain of NCoR/SMRT is required for HDAC3 enzymatic activity [57]. Consistent with these known functions, we found H3K9ac signals at up-regulated enhancers to be highly elevated upon *Hdac3* deletion, while only minor increase was observed at unchanged enhancers (Fig. 6c). This result suggests that up-regulated enhancers are functional targets of *Hdac3*. The upregulated enhancers were enriched in HDAC3 and/or NCOR1 binding, further indicating they are direct targets of *Hdac3*. Moreover, enhancers with greater eRNA changes were more enriched in HDAC3 and/or NCOR1 binding (Fig. 6d and e). The observation that *Hdac3*-dependent changes in eRNA transcription correlate well with HDAC3/NCOR1 binding strength demonstrate the potential value of quantifying eRNA transcription.

#### Enhancers contribute to HDAC3-regulated RNA polymerase recruitment to the promoter-proximal region

To evaluate whether enhancers mediate HDAC3 regulation, we focused on the 582 enhancers upregulated upon *Hdac3* deletion. We compared the transcriptional alterations in their closest genes with those of other active genes. 

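The 582 upregulated enhancers of Table S4 (FDR under 0.05 and log2 fold change over 1) had 456 different closest genes, all active. Their median promoter-proximal log2 fold change was 0.69, against 0.56 for the other active genes, a difference of 0.14 (permutation test over genes, two-sided, p = 2e-05). Their median gene body log2 fold change was 0.16, against -0.10 for the others, a difference of 0.26 (permutation p = 1e-05, the smallest the test can give). The adjusted p was 2e-05 for both tests of this pair (Benjamini-Hochberg). The differences varied little between the pairs of a KO and a WT library, from 0.13 to 0.15 for promoter-proximal regions and from 0.25 to 0.27 for gene bodies. The pairs share libraries, and the enhancers were called upregulated in these same libraries. A difference between the pools could move an enhancer and its gene together, so these values are not independent support. For the closest genes of the 100 upregulated enhancers with the smallest FDR, the promoter-proximal difference was 0.08 (permutation p = 0.153). For the same enhancers, the gene body difference was 0.28 (permutation p = 1e-05). Of the 36 active marker genes of endothelial, stellate and macrophage cells, 9 (25%) were closest to an upregulated enhancer, against 3.59% of all active genes. These 3 marker lists rise in KO, so a raised share among genes near upregulated enhancers is not an independent result.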

The closest genes displayed significantly higher elevation of transcriptional activity in both promoter-proximal regions and gene-body regions (Fig. 7a), indicating that enhancers upregulated upon *Hdac3* deletion contribute to the increased expression of their nearest genes.

**Fig. 7:**
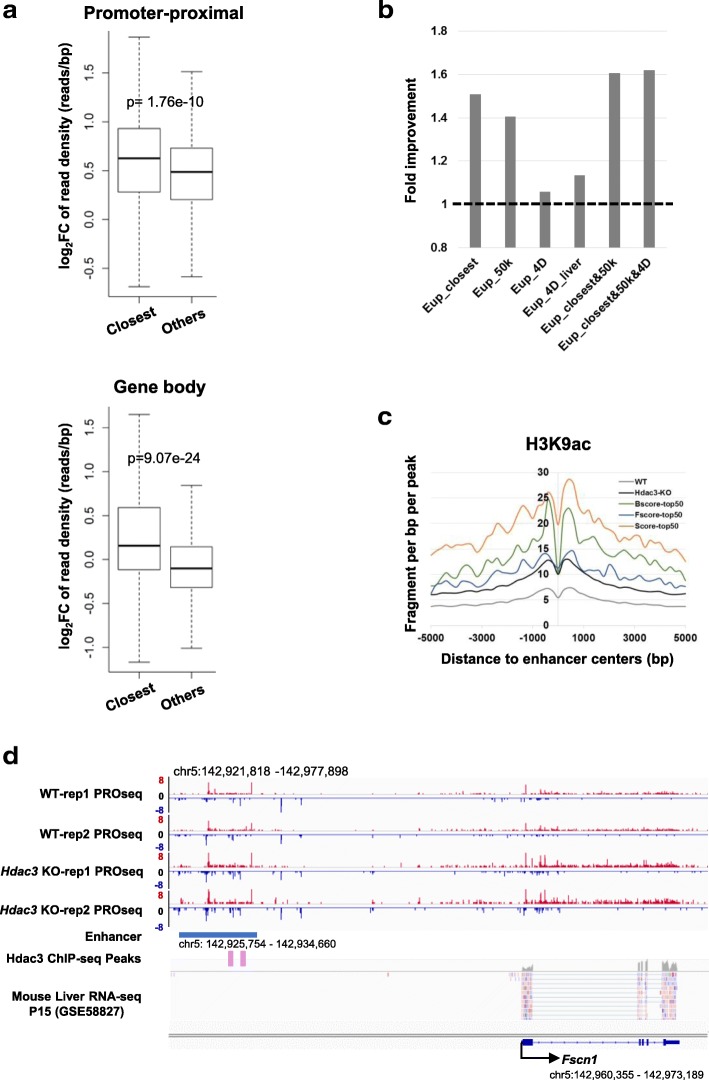
Enhancers mediate Hdac3-regulated RNA polymerase recruitment to the promoter-proximal region. **a** The distribution of transcriptional changes in promoter-proximal (top) and gene-body (bottom) regions for the closest active genes associated with upregulated enhancers and other active genes. **b** The fold improvement of each enhancer-gene association method and combinative strategy. The fold improvement is calculated based on the fraction of genes with upregulated promoter-proximal density in the comparison gene set (e.g., enhancer-closest genes) over that in the whole gene set. Eup: upregulated enhancers; 50 kb: 50 kb distance; 4D: 4DGenome; 4D_liver: enhancer-gene interactions in liver in 4DGenome. **c** H3K9ac enrichment around the 582 upregulated enhancers in WT (gray) and *Hdac3*-deleted livers (black) and enrichment around the top 50 enhancers ranked based on functional activity score (blue), binding affinity score (green), and the combined score (orange). **d** IGV snapshot of WT and *Hdac3*-KO PRO-seq, HDAC3 ChIP-seq peaks, and RNA-seq of the enhancer and *Fscn1*. The transcription of the enhancer was elevated, while the expression in both promoter-proximal and gene-body regions of the *Fscn1* gene (chr5:142,960,355 - 142,973,189) was upregulated upon *Hdac3* deletion

Previous studies have reported that enhancers do not always interact with the nearest promoter [59]. In addition to the closest TSS strategy, NRSA provides two additional methods to link enhancers to their target genes for *Mus musculus*: TSSs within a user-specified distance (default 50 kb) and experimentally validated enhancer-promoter interactions from 4DGenome (see Implementation). For 582 upregulated enhancers, 582 enhancer-gene associations were found by the closest method, 387 were identified by the 50 kb distance constraint, and 3599 interactions were identified by 4DGenome. 

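In the deposited list, the closest gene gave 582 associations, the 50 kb constraint gave 387 for 269 enhancers, and 4DGenome gave 8512 for 549 enhancers. Of the 4DGenome associations, 6204 were with active genes. The closest gene lay within 50 kb for 269 associations, and 153 of these were also in 4DGenome. The 50 kb constraint and 4DGenome shared 208 associations. The associations covered 344 different active genes for 50 kb and 4209 for 4DGenome.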

Among these associations, 204 were found by all three strategies (Additional file 10: Fig. S6). Application of each strategy increased the fraction of genes with upregulated promoter-proximal density (Fold improvement > 1, Fig. 7b), suggesting each strategy enriches for legitimate regulatory interactions. 

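The fold improvement is the share of genes called up at the promoter-proximal region among the active genes linked by a strategy, over their share among all active genes, which was 25.8%. For the closest method the share was 39.0% (178 of 456 genes), a fold improvement of 1.51 (Fisher's exact test of linked against other genes, two-sided, p = 3.76e-10). For the 50 kb constraint it was 35.5% (122 of 344 genes), a fold improvement of 1.37 (Fisher's exact p = 6.06e-05). For 4DGenome it was 26.3% (1108 of 4209 genes), a fold improvement of 1.02 (Fisher's exact p = 0.377). Over the 5 strategies and combinations tested, the Benjamini-Hochberg adjusted p of Fisher's test was 1.88e-09 for closest, 1.01e-04 for 50 kb and 0.377 for 4DGenome.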

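The fold improvements were recomputed in 19 settings. The closest method was above the 50 kb constraint in 18 of them, the exception being the crossed pairing of replicates, chosen after seeing the data. The 50 kb constraint was above 4DGenome in 19. The fold improvement ranged from 1.36 to 2.42 for the closest method and from 1.23 to 2.10 for the 50 kb constraint. Differences between the strategies, which share many genes, were not tested. The enhancers were called upregulated in the same libraries as the genes, so the shares are not an independent test.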

Among the three strategies, the closest method achieved the highest fold improvement, followed by the 50 kb distance constraint. 

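Across the same settings, the fold improvement of 4DGenome ranged from 0.943 to 1.06. It was under 1 in 5 of them, among them limma without a trend (0.9747) and a replicate block (0.979). With DESeq2 on the recovered reads it was 1.06 (Fisher's exact p = 0.0192), and over the alternatives this p ranged from 0.0192 to 0.532. The interactions restricted to liver were not analysed here.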

4DGenome showed only a subtle improvement in the fraction of upregulated genes, possibly due to the inclusion of many interactions from various tissues/conditions other than liver (Fig. 7b). When only liver-specific enhancer-gene interactions were used, the increased fraction of genes with upregulated promoter-proximal density confirmed this assessment (Fig. 7b). 

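Genes linked both as the closest gene and within 50 kb were up at the promoter-proximal region in 99 of 244 cases (40.6%), a fold improvement of 1.57 (Fisher's exact test, two-sided, p = 3.99e-07, Benjamini-Hochberg adjusted p = 9.98e-07). With 4DGenome as an added criterion the count was 55 of 139 (39.6%), a fold improvement of 1.53 (Fisher's exact p = 4.03e-04, adjusted p = 5.04e-04). The pair of closest and 50 kb was above the closest method alone in 18 of the 19 settings, and all 3 criteria together were in 17. All 3 together were above the pair in 8. The differences between combinations and single methods were not tested and rest on few genes.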

Combinative strategies gained higher fold improvement than using any single method alone (Fig. 7b), suggesting the identification of enhancer-gene interactions is more reliable if supported by multiple methods.

After upregulated enhancers are detected, the next challenge is to identify those contributing to HDAC3 regulation. NRSA integrates ChIP-seq and PRO-seq data to prioritize enhancers, with the goal of identifying enhancers not only bound by HDAC3 but also regulating the transcription of target genes. We ranked enhancers by binding affinity, functional activity, and combined score. For the 582 upregulated enhancers, H3K9ac signal was elevated upon *Hdac3* deletion (black vs. gray, Fig. 7c). Among the top 50 enhancers ranked by either functional activity score or binding affinity score, H3K9ac enrichment was higher than that seen in all 582 upregulated enhancers (Fig. 7c), suggesting the functional and binding evidence both contribute to enhancer ranking. When we combined the two scores with equal weight (w = 0.5) to rank enhancers, the top 50 enhancers showed the greatest elevation of H3K9ac signatures (Fig. 7c), indicating that the integration of complementary information from each source improves the rank. 

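The 3 enhancers ranked highest in the paper's Table S5 are 4445 bp (chromosome 10, 95658199 to 95662644), 36606 bp (chromosome 4, 57781505 to 57818111) and 8906 bp (chromosome 5, 142925754 to 142934660) long. The closest gene of the enhancer on chromosome 10 is *Nudt4*, 94032 bp away. *Nudt4*, looked up after its enhancer was seen to rank highest, had a promoter-proximal log2 fold change of -0.08 (standard error 0.26, adjusted p = 0.818 from limma). In the gene body it was -0.58 (standard error 0.11, adjusted p = 1.47e-04 from limma). The deposited list links 20 genes to this enhancer in 4DGenome, which were not looked up as a set. The paper's rank also draws on HDAC3 binding and on genes linked by the other strategies, so *Nudt4* alone does not test it. The closest gene of the enhancer on chromosome 4 is *Akap2*, 27137 bp away, and that of the enhancer on chromosome 5 is *Actb*, 19030 bp away. The enhancer on chromosome 5 has 3 centers, 2 of them in FANTOM5, and *Fbxl18*, *Actb* and *Fscn1* have a TSS within 50 kb of it.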

Among the 582 upregulated enhancers, the enhancer that regulates *Fscn1* ranked 3rd (Additional file 11: Table S5). No mRNA was observed in this region in the mouse liver RNA-seq data (P15 days at GSE58827) (Fig. 7d), indicating greater likelihood of being a true enhancer rather than a novel TSS. The promoter-proximal transcription of *Fscn1* was significantly upregulated (FC = 2.31, FDR = 3.9e-04) upon *Hdac3* deletion (Additional file 5: Table S2). 

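*Fscn1* lies on chromosome 5 from 142960355 to 142973189. Its promoter-proximal log2 fold change was 1.43 (standard error 0.31, adjusted p = 1.27e-04 from limma), a fold change of 2.69, and 0.87 above the median of active genes. The 4 pairs of a KO and a WT library gave log2 ratios from 0.83 to 2.02. With median-of-ratios scaling within the promoter-proximal region, the log2 fold change was 0.86 (adjusted p = 0.0117 from limma), and with DESeq2 on the recovered reads it was 1.41 (adjusted p = 4.50e-04). Over all alternatives with a test, the adjusted p ranged from 4.10e-07 in limma with the crossed pairing of replicates, chosen after seeing the data, to 0.1897 in limma without a filter on activity. In the gene body, *Fscn1* had 396 normalized reads in WT1, 545 in WT2, 1171 in KO1 and 1154 in KO2. This log2 fold change was 1.32 (standard error 0.14, adjusted p = 9.79e-08 from limma).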

ChIP-seq data show that HDAC3 does not bind to the promoter of *Fscn1* but binds to the enhancer, suggesting that HDAC3 regulates *Fscn1* expression through controlling the activity of the enhancer located ~ 25 kb upstream of the TSS (Fig. 7d). The enhancer is not only bound by HDAC3, its expression is also significantly increased in the *Hdac3* KO versus the WT liver (FC = 2.17, FDR = 3.05e-07). 

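In the GENCODE annotation of GRCm38, the TSS of *Fscn1* on the + strand is at 142960343, which leaves 25683 bp to the end of the enhancer at 142934660. The TSSs of the other 2 genes within 50 kb lie on the opposite side of the enhancer and both genes are on the - strand. The gap is 19000 bp for *Actb* and 30333 bp for *Fbxl18*. *Actb* had 817 normalized promoter-proximal reads in WT1, 605 in WT2, 547 in KO1 and 979 in KO2. Its promoter-proximal log2 fold change was 0.06 (standard error 0.29, adjusted p = 0.883 from limma), which is -0.50 relative to the median of active genes. With scaling within the region, which sets that median near 0, it was -0.51. The gene body of *Actb* changed by 0.45 (standard error 0.11, adjusted p = 0.00232 from limma). *Fbxl18*, chosen after its values were seen, had 125, 117, 100.8 and 161 normalized promoter-proximal reads in the same order of libraries (log2 fold change 0.07, standard error 0.34, adjusted p = 0.874 from limma). *Fscn1* had 227 promoter-proximal reads in WT1, 141 in WT2, 405 in KO1 and 575 in KO2. For promoter-proximal reads, it was the only gene of these 3 with both KO libraries above both WT libraries. In gene bodies this also held for *Actb*, with 1884 normalized reads in WT1, 2011 in WT2, 2838 in KO1 and 2501 in KO2. The gene body of *Fbxl18* changed by -0.25 (standard error 0.15, adjusted p = 0.178 from limma).

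**Figure D2:**
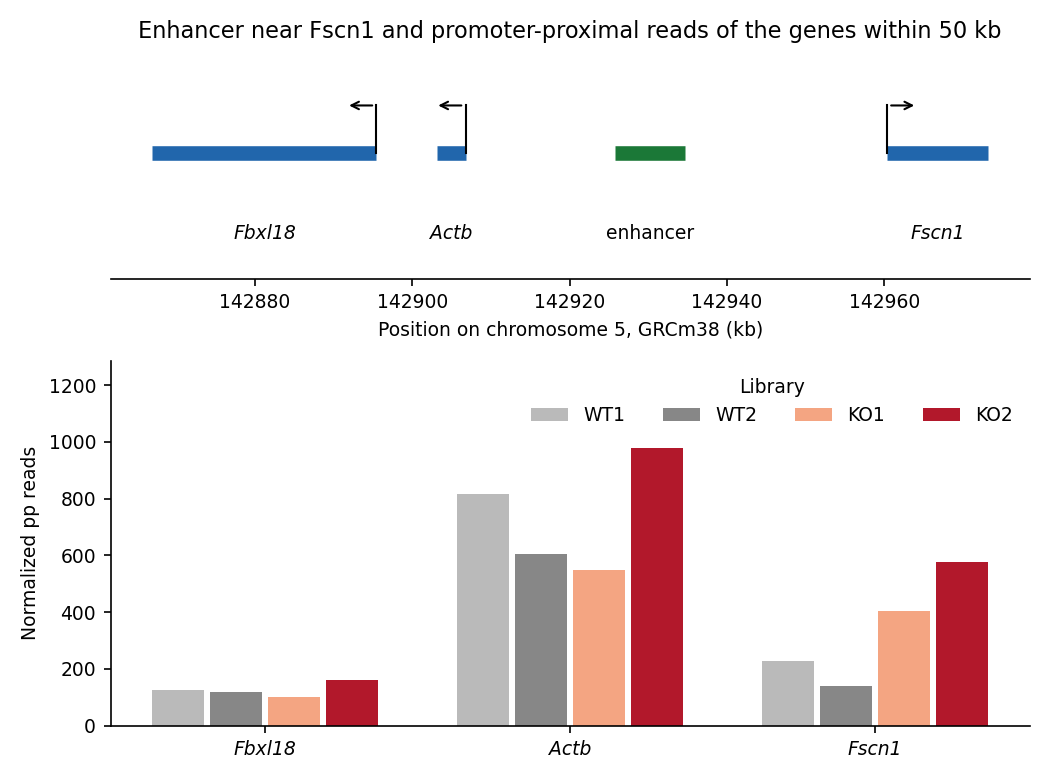
Upper panel, positions of the enhancer (green) and of the 3 genes with a TSS within 50 kb (blue) on chromosome 5 in kb, with arrows at the TSSs pointing in the direction of transcription. Lower panel, normalized promoter-proximal reads of the 3 genes (y axis), with 1 bar per library. *Fscn1* rises from 227 and 141 reads in the WT libraries to 405 and 575 in the KO libraries.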

*Fscn1* is near this enhancer; with a separation of less than 50 kb. In addition, the enhancer-*Fscn1* interaction has been experimentally validated by both Hi-C and ChIA-PET technologies [60]. These results indicate that the enhancer might act as a mediator of HDAC3 regulation of *Fscn1*.

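For this enhancer, the deposited list gives 54 genes linked in 4DGenome, *Fscn1*, *Actb* and *Fbxl18* among them. The listed methods are Hi-C and ChIA-PET, and the listed cells are Th1, NSC, ESC and NPC. The list does not say which cell and method belong to which gene.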

## Discussion

PRO-seq directly measures nascent RNA transcription by creating high-resolution maps of all transcriptionally engaged RNA polymerases on a genome-wide scale. This technology has several advantages as compared to traditional RNA-seq or ChIP-seq analyses: (1) PRO-seq measures the recruitment of all types of RNA polymerases including RNAPI, RNAPII, and RNAPIII, and provides directional information; (2) With high sensitivity and low background, PRO-seq enables a detailed study of the individual steps of RNA transcription, including RNA polymerase recruitment, promoter-proximal pausing and transcription elongation; (3) On a genome-wide scale and at the same time, PRO-seq allows for study of all transcriptional events, including transcription of protein-coding RNAs, long non-coding RNAs, regulatory elements such as eRNAs, and microRNAs [61]; and (4) PRO-seq allows for direct assessment of transcription without interference due to RNA instability. Although PRO-seq, along with GRO-seq, has been increasingly used to study transcription, their usage is limited due to a lack of dedicated analytic tools. Currently, investigators use in-house software or combine a variety of tools to perform analysis, which generally requires extensive computational and statistical expertise. Here, we present a user-friendly tool named NRSA for comprehensive analysis of GRO/PRO-seq data. In addition to enabling study of known genes, NRSA predicts novel enhancers and quantifies condition-dependent changes in eRNA transcription. This eRNA data is important for studying enhancer function, given that previous studies have found eRNA is not mere transcriptional noise from spurious engagement of RNA polymerase with the accessible genomic environment of enhancers [62–64]. We evaluated NRSA with public and our own GRO/PRO-seq data, and demonstrated NRSA as a powerful tool to study transcriptional regulation, especially enhancer-mediated regulation.

The most challenging task in performing enhancer research is to identify target genes of enhancers and to select functionally important enhancers. NRSA detects potential targets for enhancers using four different strategies: 1) closest TSS, 2) TSS within a user-defined distance, 3) TSS-enhancer associations defined by FANTOM5, and 4) experimentally validated TSS-enhancer interactions from 4DGenome. It is useful and necessary to integrate analysis of GRO/PRO-seq data with other genomic data, which will further facilitate the usage of these technologies. NRSA provides tools to smoothly integrate GRO/PRO-seq data with other genomic data to prioritize enhancers. This function, designed to find enhancers not only bound by the regulator of interest but also affecting transcription of their target genes, is currently limited to ChIP-seq data. Integration with other types of genomic data around enhancer centers or other chromatin locations of interest is still under development.

The current version of NRSA supports five organisms, including human (hg19), mouse (mm10), *Drosophila melanogaster* (dm10), *C. elegans* (ce10), and Zebrafish (danRer10). NRSA also can be applied to data generated by other nascent RNA-sequencing technologies able to detect proximal pausing of RNA Pol II and divergent transcription around promoters and enhancers, such as native elongating transcript sequencing (NET-seq) or mammalian NET-seq (mNET-seq) profiles [65]. However, results interpretation is probably different with these technologies, because GRO/PRO-seq detects elongation-competent RNA polymerase while NET-seq/mNET-seq maps both elongating and backtracked/arrested complexes [66]. Normalization is essential for the accurate detection of differential transcription in the analysis of GRO/PRO-seq data, to correct for library preparation and other complex technical bias. Most normalization methods, such as total reads, trimmed mean of M-values (TMM) and RLE, are based on the common assumption that the majority of genes are not differentially expressed between conditions. This assumption is violated if a global expression change occurs. In this case, the inclusion of spike-in RNAs in the GRO/PRO-seq experiment would be recommended. NRSA either implements RLE normalization (the default method of DESeq2), or allows users to input normalization factors generated from spike-in controls or from other methods. 

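Over genes with gene body reads in both libraries of a genotype, the log2 ratio of gene body density of replicate 1 over replicate 2 had a median of -0.02 and an SD of 0.492 for WT (16783 genes). For *Hdac3* KO, the median was 0.09 and the SD 0.460 (16751 genes). Over active genes only, the SD was 0.291 for WT (12676 genes) and 0.261 for KO (12670 genes).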

To help select normalization methods, NRSA generates histograms illustrating the distribution of transcriptional changes between replicates after normalization (Additional file 12: Fig. S7). A normalization method leading to minimal global transcriptional changes between replicates is recommended.

Although GRO/PRO-seq provides a method to identify and quantify eRNA transcription, enhancers and alternative transcription start sites can be difficult to distinguish, as both possess a unified bidirectional-transcription structure [37]. To avoid erroneous interpretation of NRSA results, further research is needed to confirm that ‘eRNAs’ come from true enhancers and not novel TSSs, especially for long eRNAs, as long single unidirectional transcripts are likely to be genes with novel TSS or lncRNAs. To distinguish with greater fidelity between enhancers and novel TSS, we recommend combining GRO/PRO-seq with technologies that detect other promoter/enhancer-associated features, such as the histone markers H3K4me3 or H3K4me1. Inclusion of RNA-seq data also would add evidence for distinguishing enhancers from novel promoters since eRNAs are generally unstable and will not be captured by RNA-seq. For example, the up-regulated ‘enhancer’ near *Akap2* (chr4:57781505–57,818,111) was ranked 2nd in Additional file 11: Table S5, making it a very interesting hit. However, it was identified to be a long eRNA. 

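The *Akap2* transcript of the deposited table lies on chromosome 4 from 57845247 to 57896982 in GENCODE, downstream of the 36606 bp listed as an enhancer. RefSeq places it in the locus *Pakap*, from 57434475 to 57896984, which contains the listed enhancer. The gene body of the *Akap2* transcript had 1819 ± 124 normalized reads in WT and 3743 ± 193 in KO (mean ± SD, n = 2 libraries), a log2 fold change of 1.04 (standard error 0.11, adjusted p = 6.98e-08 from limma). Its promoter-proximal reads rose from 82.0 ± 4.17 to 300.4 ± 15.3. This log2 fold change of 1.86 (standard error 0.33, adjusted p = 2.01e-06 from limma) is 1.30 above the median of active genes.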

RNA-seq data from the mouse liver at P15 detected several exon-junction reads that span the ‘enhancer’ center and the second exon of *Akap2*, suggesting this hit represents an alternative TSS for *Akap2* rather than an enhancer. In addition to histone markers and RNA-seq, experimental approaches that study the impact of genome editing on expression of neighboring genes also can help discriminate between enhancers and novel genes [67, 68].

## Conclusions

NRSA is a powerful tool to study enhancer-mediated regulation from nascent transcriptome data, which will greatly facilitate the usage of nascent RNA sequencing techniques and accelerate the study of enhancer-mediated regulation.

## Implementation

### Datasets

PRO-seq, GRO-seq, and GRO-cap data from K562 cells were acquired from published studies (GEO accessions: GSM1480327, GSM1480325 and GSM1480321) [37]. EP300, H3K4me1, and H3K27ac ChIP-seq data from K562 cells were obtained from the ENCODE project (GEO accessions: GSM1003583, GSM733692 and GSM733656) [69]. GRO-seq and GRO-cap data from GM12878 cells were downloaded from GEO (GEO accessions: GSM1480326 and GSM1480323) [37]. EP300 and H3K4me1 ChIP-seq data from GM12878 cells were obtained from the ENCODE project (GEO accessions: GSM803387 and GSM733772) [69]. GRO-seq data from U2OS cells were obtained from a published study (GEO accession: GSE66928) [70]. 65,423 annotated enhancers and 66,943 enhancer-TSS associations based on the human genome hg19 were downloaded from the FANTOM5 project [50]. 1751 human regions with experimentally validated enhancer activity were downloaded from VISTA [51].

H3K4me1 and H3K27ac ChIP-seq data in the mouse liver were obtained from GEO (accessions: GSM769015 and GSM1000140) [71]. ChIP-seq data for transcription factors HDAC3, NCOR1, and histone modification H3K9ac in the mouse liver were obtained from GEO (accession: GSE26345) [45, 58]. Microarray expression data from the mouse liver at postnatal day 17 (P17) were obtained from our previous study (GEO accession: GSE10503) [52]. RNA-seq data from the mouse liver at postnatal day 15 (P15) were obtained from GEO (accessions: GSM1420231, GSM1420232, and GSM1420233). 44,459 annotated enhancers based on the mouse genome mm9 were downloaded from FANTOM5. Batch Coordinate Conversion (liftOver) from the Genome Browser tool suite (http://genome.ucsc.edu/) was used to convert genome coordinates from the assembly mm9 to mm10.

### Nucleus isolation from liver in *Hdac3* conditional knockout mice

C57BL6 mice containing a conditional allele (fl) and a null allele (−) for *Hdac3* were crossed with transgenic mice expressing albumin promoter-driven Cre (*Alb-Cre*). Offspring from these mice were bred in our animal facility to generate mice expressing WT (+/+) and conditional/null (fl/fl and fl/−) alleles in conjugation with *Alb-Cre*. Animals were housed under specific pathogen-free conditions at and in accordance with guidelines set forth by Vanderbilt University Medical Center. All experiments were conducted according to the protocol developed by the Vanderbilt University Institutional Animal Care and Use Committee (IACUC). The protocol number is M/12/021.

On P14, *Alb-Cre*^+^*Hdac3*^+/+^ (WT) and *Alb-Cre*^+^*Hdac3*^fl/− or fl/fl^ (KO) mice were euthanized by isoflurane overdose following the American Veterinary Medical Association. The entire liver was immediately removed and snap frozen in liquid nitrogen within 1 min after sacrifice. Each P14 mouse liver weighs about 250 mg. On the day of the experiment, liver tissues from 3 mice were transferred onto ice and thawed. Up to 1000 mg of liver tissue combined from 3 mice was homogenized, using the rubber head of a 5 ml syringe plunger to gently push the tissue through a 70 μm cell strainer, and collected in 3 ml of isotonic buffer (10 mM Tris-HCl pH 7.4, 300 mM sucrose, 3 mM CaCl_2_, 2 mM MgCl_2_, and protease inhibitors). At this time, all nuclei were released due to breakdown of hepatocytes. The homogenized liver was quickly mixed with 6 ml of cushion buffer (10 mM Tris-HCl pH 7.4, 2 M sucrose, 0.1 mM EDTA, and protease inhibitors) and overlaid on another 2 ml cushion buffer. In the end, the liver nuclei were in a total volume of 10 ml, and the physiological concentration of nucleotides was diluted by at least tenfold. All of these procedures were performed on ice with ice-cold buffers, taking about 5–6 min, during which time the formation of functional preinitiation complex is unlikely to occur and the incorporation of nucleotide by transcriptionally engaged RNA polymerases can be kept to a minimum.

The homogenization of liver tissue and preparation for centrifugation were each performed by two technicians; 6 samples from 18 mice were processed within 20 min. Liver nuclei were precipitated by centrifugation at 77,000×g at 4 °C for 1 h. Pooled nuclei from 9 mice were washed with cold PBS, cold nuclei storage buffer (50 mM Tris-HCl pH 8.3, 40% glycerol, 0.1 mM EDTA, 5 mM MgCl_2_, and protease inhibitors), and resuspended at 20 million nuclei per 100 μl storage buffer. In order to avoid repeated freezing and thawing of liver nuclei, resuspended nuclei were directly subjected to nuclear run-on assay on the same day of isolation. Overall, 18 WT mice, as well as 18 *Hdac3* KO mice, were divided into 2 biological replicates, respectively.

### PRO-seq library construction

Nuclear run-on and PRO-seq library construction were performed according to methods described previously [6]. Briefly, 20 million nuclei were used for each run-on assay. In vitro nuclear run-on assays were carried out in the presence of 375 μM biotinylated NTPs and 0.5% Sarkosyl at 30°C for 3 min on the day of nuclei isolation. Total nuclear RNA was isolated by Trizol extraction and ethanol precipitation, and RNA pellets were kept in 75% ethanol at − 80 °C. The next day, RNA was resuspended and hydrolyzed with 0.2 N NaOH, and biotinylated RNA was purified by streptavidin bead binding. Following adaptor ligation, RNA was reverse transcribed and PCR amplified. DNA libraries were PAGE purified and submitted to Vanderbilt VANTAGE Core Shared Resource for sequencing.

### Nascent RNA sequencing analysis

Developed based on work by Core and Hah [5, 9, 33], NRSA greatly extends their application scope from enhancer identification to a thorough enhancer-centered analysis. Compared with existing methods, such as dREG, Vespucci, Fstitch, and groHMM [39–42], which only focus on enhancer identification and quantification, NRSA provides comprehensive enhancer-focused analysis functions such as annotation and enhancer-target assignment (Fig. 1a). Moreover, NRSA includes a novel algorithm to prioritize enhancers by integrating GRO/PRO-seq data with binding profiles of regulators, to help narrow down enhancers of interest for further experiments. NRSA, which performs all the analysis through two simple Linux command lines, is easy to run even for users with limited bioinformatics or computational experience. The first command runs the analysis of known genes, and the second runs enhancer-related analysis including detecting, quantifying, and annotating enhancers; linking enhancer to genes; and prioritizing enhancers. The system requirements, installation, manual of NRSA, and walkthrough examples can be found at http://bioinfo.vanderbilt.edu/NRSA.

Following adapter trimming and low quality sequence removal by cutadapt (version 1.9.1) [72], GRO/PRO-seq reads were aligned to the human genome hg19 or the mouse genome mm10 using Bowtie2 (version 2.1.0) [73]. Reads mapped to rRNA loci and reads with mapping quality less than 10 were removed. After read mapping and filtration, alignment files in bed or bam format serve as input into NRSA. NRSA performs two types of analysis: (1) for known genes, quantification of RNA polymerase abundance on promoter-proximal (pp) and gene-body (gb) regions, calculation of pausing index and significance of pausing, and estimate of condition-dependent transcriptional changes and pausing index alteration; (2) for active enhancers and long eRNAs, identification, quantification, annotation, prioritization, and differential expression analysis across conditions (Fig. 1b).

To determine transcriptional rates for known genes, NRSA first defines the promoter-proximal region by examining each 50 bp window with a 5 bp sliding step along the coding strand spanning ±500 bp from known TSSs [5]. The 50 bp region with the largest number of reads is considered as the promoter-proximal region and its read density is calculated [5]. NRSA then defines a gene body as the region from + 1 kb downstream of a TSS to its transcription termination site (TTS) [5]. Pausing index for each gene is calculated as the ratio of promoter-proximal density over gene-body density [1, 2, 5, 74], and the significance of pausing is evaluated by Fisher’s exact test [5]. NRSA implements DESeq2 [75] to detect significant transcriptional changes for promoter-proximal and gene-body regions, respectively. NRSA uses Fisher’s exact test to estimate the significance of pausing index alteration between two conditions when biological replicates are not available. In experiments with biological replicates, NRSA uses the Cochran-Mantel-Haenszel (CMH) test [76] to assess consistent condition-dependent pausing index alteration. NRSA only uses active genes for differential analysis. A gene is determined transcriptionally active if its promoter-proximal density is greater than zero and the gene-body density is greater than 4 reads/kb after total read count is normalized to 10 Mb based on the background estimation. By default, NRSA generates a heatmap to illustrate condition-dependent transcriptional changes − 5 kb to + 5 kb from TSSs for all active genes with 200 bp bin size.

To detect and quantify intergenic enhancers, NRSA uses HOMER (http://homer.salk.edu/) [77] to call novel transcripts with default parameters (tssFold > 4 and bodyFold > 3) using reads pooled from all samples. By default, intergenic transcripts within regions − 2 kb to + 20 kb from any RefSeq gene were excluded before enhancer calling since regions within − 2 kb from TSSs are generally considered as promoter regions, and RNA polymerases transcribe beyond annotated transcription termination sites (TTSs) (Additional file 13: Fig. S8a). Some residual transcription still exists even + 10 kb downstream of annotated TTSs, and for some genes, RNA polymerases do not terminate until + 20 kb downstream of TTSs (Additional file 13: Fig. S8b). To be flexible, NRSA provides parameters for users to choose the size of this excluded region (−dtss and -dtts, http://bioinfo.vanderbilt.edu/NRSA/). Pairs of bidirectional transcripts have been used to define active enhancers [9, 33, 34, 78]. We found that bidirectional transcripts were much more enriched with enhancer-associated histone markers (H3K27ac and H3K4me1) and GRO-cap signals than unidirectional transcripts (Additional file 14: Fig. S9). Therefore NRSA followed previous studies and used bidirectional transcripts to identify enhancers. The centers of active enhancers are identified based on several scenarios. One major scenario is that bidirectional transcripts overlap at their 5′ ends or the distance between their 5′ ends is no longer than 400 bp (Additional file 15: Figs. S10a and b). In this case, the midpoint of bidirectional transcripts pairs is defined as the enhancer center. In another scenario, the short transcript of a bidirectional transcription pair shares 100% overlap with the longer one; in this case, the 5′ end of the short transcript is considered as the enhancer center (Additional file 15: Figs. S10c and d). Sometimes these two scenarios occur simultaneously, in which case, one enhancer region is considered to have multiple centers (Additional file 15: Figs. S10e and f). Additionally, two enhancers are merged into one if their distance apart is shorter than 500 bp (Additional file 15: Fig. S10 g). NRSA considers enhancers novel if their centers do not fall in any enhancer region based on the FANTOM5 database. Known and novel enhancers were evaluated by the enrichment of GRO-cap signals, EP300 binding, and H3K27ac and H3K4me1 markers. NRSA was used to graph GRO-cap, EP300, H3K27ac, and H3K4me1 enrichment (normalized to 10 Mb) within the region ±2/±5 kb from enhancer centers with the bin size of 20/200 bp. Since bidirectional eRNAs transcribe from the same transcription start site of an enhancer, both eRNAs are taken into account for quantification of enhancer activity. DESeq2 is used to estimate expression changes of enhancers across conditions. eRNAs longer than 10 kb are further studied as long eRNAs [33], which refer to single transcripts running one direction. The quantification and differential analysis of long eRNAs are performed similarly with known genes.

NRSA generates two types of output files, tables and figures of publishable quality (Table 1). Tables list all quantitative and qualitative information for genes and enhancers, including normalized read counts and transcriptional changes for pp. and gb regions, pausing indices and pausing index changes, chromosome locations of active enhancers, their existence in FANTOM5, normalized read counts and transcriptional changes of enhancers, their target genes, rank scores and etc. Figures present a global view of GRO/PRO-seq data, which comprises box plots of read density in pp. and gb regions for each sample, heatmaps of condition-dependent transcriptional changes around TSSs for active genes, etc. Besides default figures, NRSA also provides tools to customize figures. For example, users can use NRSA to generate the heatmap of condition-dependent transcriptional changes around TSSs for genes of interest with any specified region and bin size.

**Table 1:** Output list of NRSA

		File name	File description
Tables	Known gene	pindex.txt	pausing information for each gene in all samples
		normalized_pp_gb.txt	normalized read counts in promoter-proximal and gene body regions for each gene in all samples
		pp_change.txt	differential expression results of genes within promoter-proximal region across two conditions
		gb_change.txt	differential expression results of genes within gene body region across two conditions
		pindex_change.txt	differential expression results of genes of pausing index across two conditions
	Enhancer	Enhancer.txt	list of identified enhancers with annotation, predicted target genes from different strategies, and rank scores
		Enhancer_center.txt	list of enhancer centers
		normalized_count_enhancer.txt	normalized counts for each enhancer
		Enhancer_change.txt	differential expression results of enhancers across two conditions
	Long_eRNA	long_eRNA.txt	identified long eRNAs (default: length > 10 Kb)
		longeRNA-pindex.txt	pausing information of long eRNAs for all samples
		longeRNA-normalized_pp_gb.txt	normalized read counts in promoter-proximal and gene body regions of long eRNAs
		longeRNA-pp_change.txt	differential expression results of promoter-proximal regions of long eRNAs across two conditions
		longeRNA-gb_change.txt	differential expression results of gene body regions of long eRNAs across two conditions
		longeRNA-pindex_change.txt	differential expression results of pausing index of long eRNAs across two conditions
Figures	Known gene	boxplot_ppdensity.pdf	box plot of normalized read density of promoter-proximal regions for each sample
		boxplot_gbdensity.pdf	box plot of normalized read density of gene body regions for each sample
		boxplot_pausingIndex.pdf	box plot of pausing index for each sample
		pindex_change.pdf	heatmap of pausing index change across two conditions for genes with adjp< 0.05
		heatmap.pdf	heatmap of condition-dependent transcription changes around TSS for active genes
		Reps_condition1.tif	histogram for variation across samples within condition 1
		Reps_condition2.tif	histogram for variation across samples within condition 2
	Enhancer	signal_around_ehancer-center.pdf	GRO/PROseq signal around enhancer center for all samples

### Predicting functional roles of enhancers

To investigate the regulation and function of identified enhancers in *Hdac3* KO mouse livers, we first used NRSA to identify up- and down-regulated enhancers by comparing transcriptional changes of eRNAs between *Hdac3* KO and WT mice. The enrichment of H3K9ac signal was plotted around the centers of upregulated enhancers, and the 50 most significantly changed enhancers were selected for plotting the enrichment of HDAC3, and NCOR1 binding. All graphs were generated by NRSA within regions ±1000/2000 bp of enhancer centers with 20 bp bin size.

To fully understand the function of enhancers, one fundamental and challenging step is to link enhancers to their target genes. The common strategy is assigning enhancers to the nearest gene [32, 62, 63, 78] or to genes within a certain distance [79, 80]. However, studies have shown that enhancers can skip the nearest gene to regulate a more distal one and the distance can be quite large [59]. Across diverse cell types, FANTOM5 examines expression correlation between enhancers and genes [50] and PreSTIGE measures correlation between enhancer-associated H3K4me1 signals and expression of genes [81, 82] to delineate enhancer-gene interactions. With the advancement of chromosome conformation capture technology (such as 4C, 5C, and Hi-C), chromatin interactions between distant genomic regions are being explored at increasing resolution and throughput, which provides a reliable resource to narrow down enhancer target genes [59]. NRSA provides multiple strategies to assign enhancers to candidate target genes, when (1) the TSS of a gene is the closest to an enhancer [32, 62, 63, 78], (2) the TSS of a gene is (or TSSs of genes are) within a user-specified distance from an enhancer (default 50 kb) [79, 80], (3) enhancer-TSS associations are available from FANTOM5 [50], or (4) enhancer-gene interactions are experimentally validated in 4DGenome [60]. 4DGenome is a repository of chromatin interactions, which are compiled from low and high-throughput experimental assays such as Hi-C and predicted interactions. NRSA only includes experimentally validated interactions, and excludes the predicted ones from 4DGenome. Currently FANTOM5 only contains predicted enhancer-TSS associations for human. Therefore, for *Mus musculus*, this version of NRSA links enhancers to their target genes based on the three strategies other than FANTOM5. To be noted, enhancers are only assigned to active genes, while inactive genes are ignored.

### Prioritizing enhancers

To identify functionally important enhancers, NRSA introduces an integrative algorithm to prioritize enhancers based on the assumption that enhancers bound by a transcriptional regulator(s) of interest and affecting target gene transcription are highly likely to mediate the function of the regulator(s). Integrating GRO/PRO-seq data with ChIP-seq peaks of the regulator, NRSA combines the binding and the functional evidence to rank each enhancer: *E*_*s*_ = *wB*_*s*_ + (1 − *w*)*F*_*s*_,where *E*_*s*_ is the combined score for the enhancer, *B*_*s*_ is the upstream binding affinity score and *F*_*s*_ is the downstream functional activity score, and *w* is a weight to balance the relative impact of binding and functional evidence. The binding affinity score is modeled by an exponential distribution of the relative distance between ChIP-seq peaks and the enhancer center [83]$$ :{B}_s={e}^{-d/{d}_0} $$, where d is the distance and d_0_ is a constant. The downstream functional activity score is estimated by simultaneous transcriptional changes in enhancers and their target genes:

$$ {F}_s=\left({I}_{en\_g}^{closest}{C}_{en}{C}_g+{I}_{en\_g}^{distance}{C}_{en}{C}_g+{I}_{en\_g}^{FANTOM5}{C}_{en}{C}_g+{I}_{en\_g}^{4 DGenome}{C}_{en}{C}_g\right)/4 $$, where$$ {I}_{en\_g}^{strategy}=1 $$ if the enhancer-gene association is supported by the specified strategy (e.g., $$ {I}_{en\_g}^{closest}=1 $$ if the enhancer-gene association is supported by the closest TSS strategy), else *I*_*en* _ *g*_ = 0, *C*_*en*_ *and C*_*g*_ are the normalized transcriptional changes of the enhancer and associated genes from GRO/PRO-seq data. If multiple genes are predicted to be associated with this enhancer by a strategy, average transcriptional change or the maximal transcriptional change of associated genes is used.

This prioritizing algorithm was evaluated using our previous PRO-seq dataset for studying BET inhibitor effect in acute myeloid leukemia [84] (GSE83660). Three enhancers 3′ to *KIT* have been identified. The regulatory function of one enhancer (E2 in the paper) on KIT expression was validated by CRISPRi and chromosome conformation capture experiments [84]. Provided by BRD4 ChIP-seq either in MUTZ3 or MOLM1 cells (two leukemia cell lines, ArrayExpress accessions: ERR411994 and ERR412006), NRSA successfully ranked E2 as the most functionally important enhancer regulating *KIT* (Additional file 16: Table S6).

## Availability and requirements

Project name: Nascent RNA Sequencing Analysis.

Project home page: http://bioinfo.vanderbilt.edu/NRSA/

Operating system(s): Linux, MacOS.

Programming language: Perl, R.

Other requirements: HOMER, bedtools v2.24.0 or higher.

License: NRSA is free of charge to academic and non-profit institutions.

Any restrictions to use by non-academics: Please contact authors for commercial use.

## Additional files

Additional file 1: **Table S1.** Identified enhancers using K562 GRO-seq (S1a), GM12878 GRO-seq (S1b), two replicates of U2OS GRO-seq (GSM1634453 (S1c) & GSM1634455 (S1d)), and K562 PRO-seq (S1e). (XLSX 1158 kb)

Additional file 2: **Figure S1.** Examples of enhancers identified by NRSA, dREG and groHMM in K562 GRO-seq data. (PPTX 117 kb)

Additional file 3: **Figure S2.** Transcriptional levels of common and unique enhancers identified in K562 GRO/PRO-seq data. (PPTX 88 kb)

Additional file 4: **Figure S3.** The effect of *Hdac3* deletion on gene body transcription. (a) Heatmap of log_2_-transformed fold changes of RNA polymerases ±5 kb from TSSs with 200 bp bin size for all active genes comparing *Hdac3* KO to WT mouse livers. Genes were ranked according to changes of gene body read densities. gb up: up-regulated in gene body regions; gb down: down-regulated in gene body regions. (b) Comparative analysis of up-regulated (top) and down-regulated (bottom) genes on P14 and P17 by Gene Set Enrichment Analysis (GSEA). Differentially regulated genes were determined based on gene body densities on P14 and by microarray on P17. (PPTX 194 kb)

Additional file 5: **Table S2.** Transcriptional changes in gene body regions (S2a) and promoter-proximal regions (S2b) for active genes in *Hdac3* KO vs. WT mouse livers. 

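Table S2 gives DESeq2's log2 fold change, its standard error and its adjusted p for each active transcript. The part of the table in hand holds 1999 transcripts for each region. It is the part with the clearest changes: the table itself calls 724 up and 959 down among those for gene bodies, and 1871 up and 128 down, all of them, among those for promoter-proximal regions. Of the transcripts in hand, 1998 were tested here for gene bodies and 1997 for promoter-proximal regions. The log2 fold changes of Table S2 and those of limma had the same direction for all of these transcripts, with a Pearson r across transcripts of 0.994 for gene bodies and 0.993 for promoter-proximal regions. All of the transcripts that the table calls in gene bodies were also called here, and for promoter-proximal regions 1869 of those called up and 128 of those called down. Since the transcripts in hand are selected for large changes in the same libraries, such an overlap is nearly fixed in advance and shows nothing about the spread between mice.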

(XLSX 2301 kb)

Additional file 6 **Figure S4.** The relationship of transcriptional changes between promoter proximal levels (x-axis) and gene body levels (y-axis) in mice-liver *Hdac3* knockout (green), triptolide (purple) and flavopiridol (blue) treatment. (PPTX 711 kb)

Additional file 7: **Table S3.** Identified enhancers using *Hdac3* WT and KO PRO-seq data derived from the mouse liver. (XLSX 381 kb)

Additional file 8: **Figure S5.** The length distribution of identified active enhancers in the mouse liver. (PPTX 60 kb)

Additional file 9: **Table S4.** Transcriptional changes of active enhancers upon *Hdac3* deletion. (XLSX 264 kb)

Additional file 10: **Figure S6.** Venn diagram of enhancer-gene associations determined by the closest TSS, within 50 k distance (50 kb) and 4DGenome (4D) methods. (PPTX 34 kb)

Additional file 11: **Table S5.** Rank of upregulated enhancers upon *Hdac3* deletion by NRSA. (XLSX 123 kb)

Additional file 12: **Figure S7.** Gene body transcriptional changes between biological replicates after normalization. gb: gene body regions: gbd: read density in gene body regions; WT1: wildtype liver replicate 1; WT2; wildtype liver replicate 2; KO1: *Hdac3*-deleted liver replicate 1; KO2: *Hdac3*-deleted liver replicate 2. (PPTX 47 kb)

Additional file 13: **Figure S8.** PRO-seq transcriptional levels around transcription termination sites (TTSs). (PPTX 108 kb)

Additional file 14: **Figure S9.** Histograms showing histone modification enrichment and GRO-cap transcriptional levels around intergenic bidirectional transcripts vs. unidirectional transcripts. (PPTX 175 kb)

Additional file 15: **Figure S10.** Illustration of strategies to identify enhancers and enhancer centers. (PPTX 42 kb)

Additional file 16: **Table S6.** Rank of the previously reported three enhancers regulating KIT. (XLSX 10 kb)

## Abbreviations

CAGE: cap analysis gene expression
eRNA: enhancer-templated RNA
GRO-seq: global nuclear run-on sequencing
NRSA: nascent RNA sequencing analysis
PRO-seq: precision nuclear run-on sequencing
TSS: transcription start site

# Supplementary material for: Nascent RNA sequencing analysis provides insights into enhancer-mediated gene regulation
**Source:** BMC Genomics. 2018 Aug 23;19:633. doi: 10.1186/s12864-018-5016-z
**Supplement:** Supplementary file 2 — Figure S1. Examples of enhancers identified by NRSA, dREG and groHMM in K562 GRO-seq data.

## Slide 1
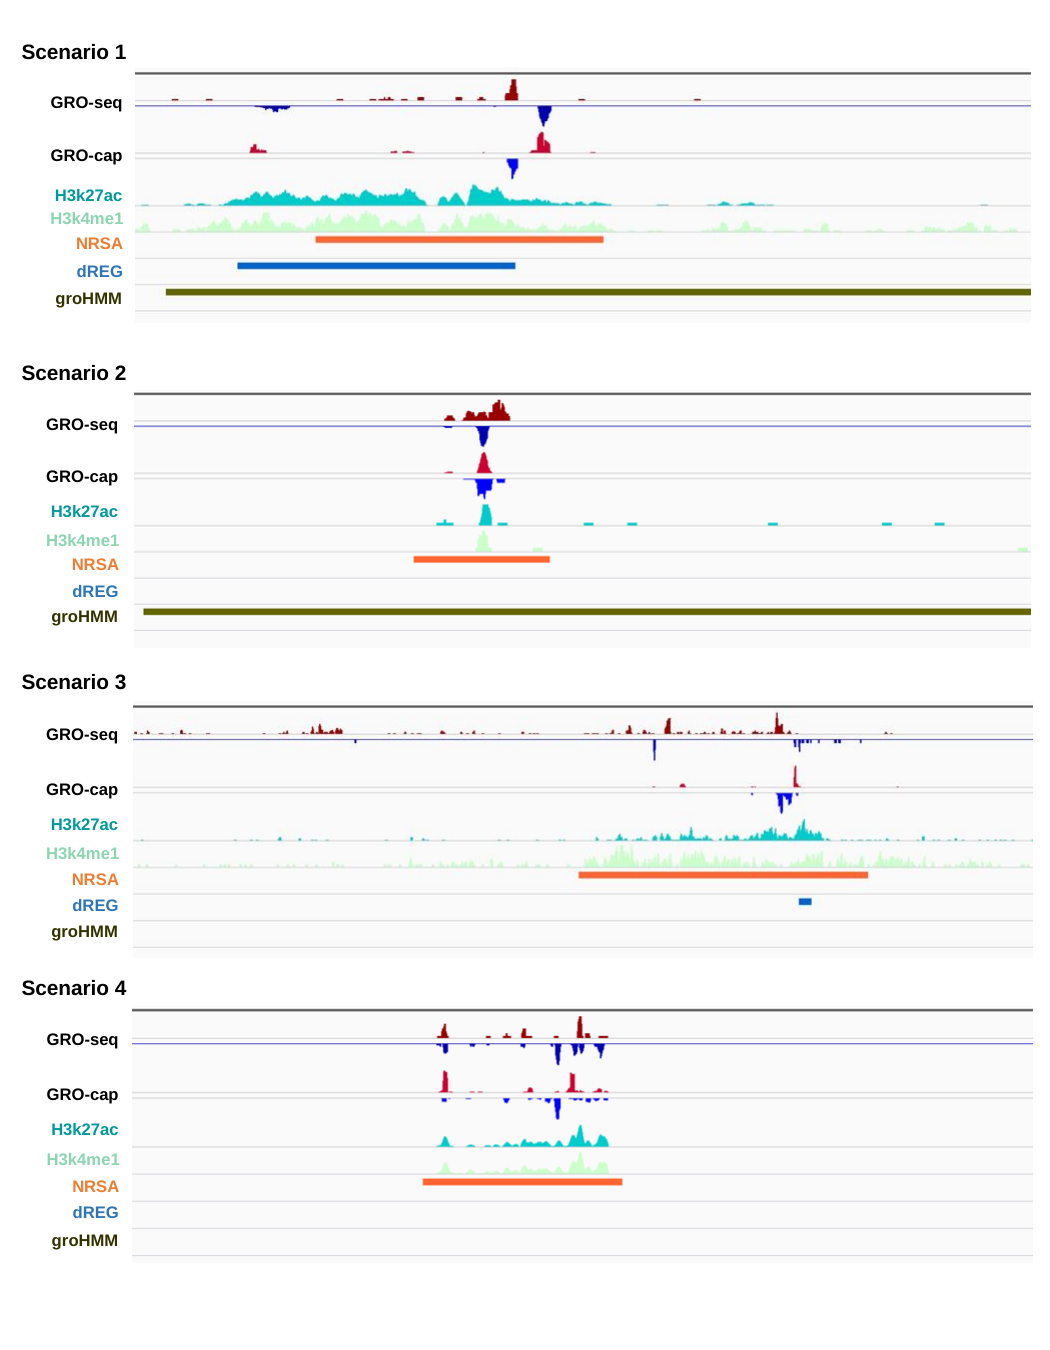

Scenario 1
GRO-seq
GRO-cap
H3k27ac
H3k4me1
NRSA
dREG
groHMM
Scenario 2
GRO-seq
GRO-cap
H3k27ac
H3k4me1
NRSA
dREG
groHMM
Scenario 3
GRO-seq
GRO-cap
H3k27ac
H3k4me1
NRSA
dREG
groHMM
Scenario 4
GRO-seq
GRO-cap
H3k27ac
H3k4me1
NRSA
dREG
groHMM

# Supplementary material for: Nascent RNA sequencing analysis provides insights into enhancer-mediated gene regulation
**Source:** BMC Genomics. 2018 Aug 23;19:633. doi: 10.1186/s12864-018-5016-z
**Supplement:** Supplementary file 3 — Figure S2. Transcriptional levels of common and unique enhancers identified in K562 GRO/PRO-seq data.

## Slide 1
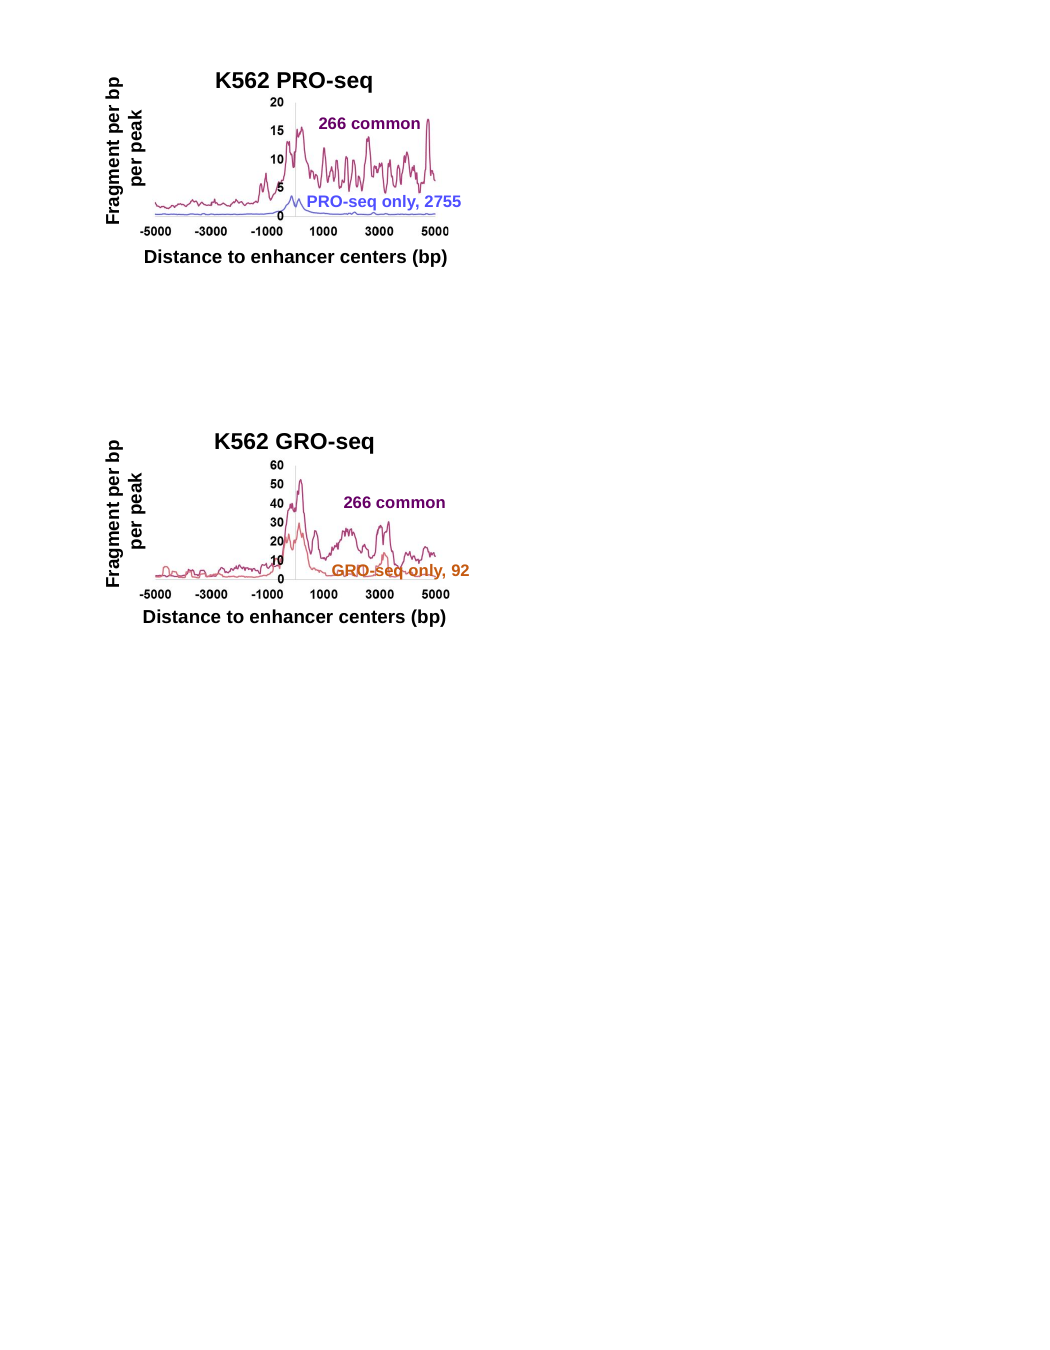

K562 PRO-seq
266 common
Fragment per bp
per peak
PRO-seq only, 2755
Distance to enhancer centers (bp)
K562 GRO-seq
Fragment per bp
per peak
266 common
GRO-seq only, 92
Distance to enhancer centers (bp)

# Supplementary material for: Nascent RNA sequencing analysis provides insights into enhancer-mediated gene regulation
**Source:** BMC Genomics. 2018 Aug 23;19:633. doi: 10.1186/s12864-018-5016-z
**Supplement:** Supplementary file 4 — Figure S3. The effect of Hdac3 deletion on gene body transcription. (a) Heatmap of log2-transformed fold changes of RNA polymerases ±5 kb from TSSs with 200 bp bin size for all active genes comparing Hdac3 KO to WT mouse livers. Genes were ranked according to changes of gene body read densities. gb up: up-regulated in gene body regions; gb down: down-regulated in gene body regions. (b) Comparative analysis of up-regulated (top) and down-regulated (bottom) genes on P14 and P17 by Gene Set Enrichment Analysis (GSEA). Differentially regulated genes were determined based on gene body densities on P14 and by microarray on P17.

## Slide 1
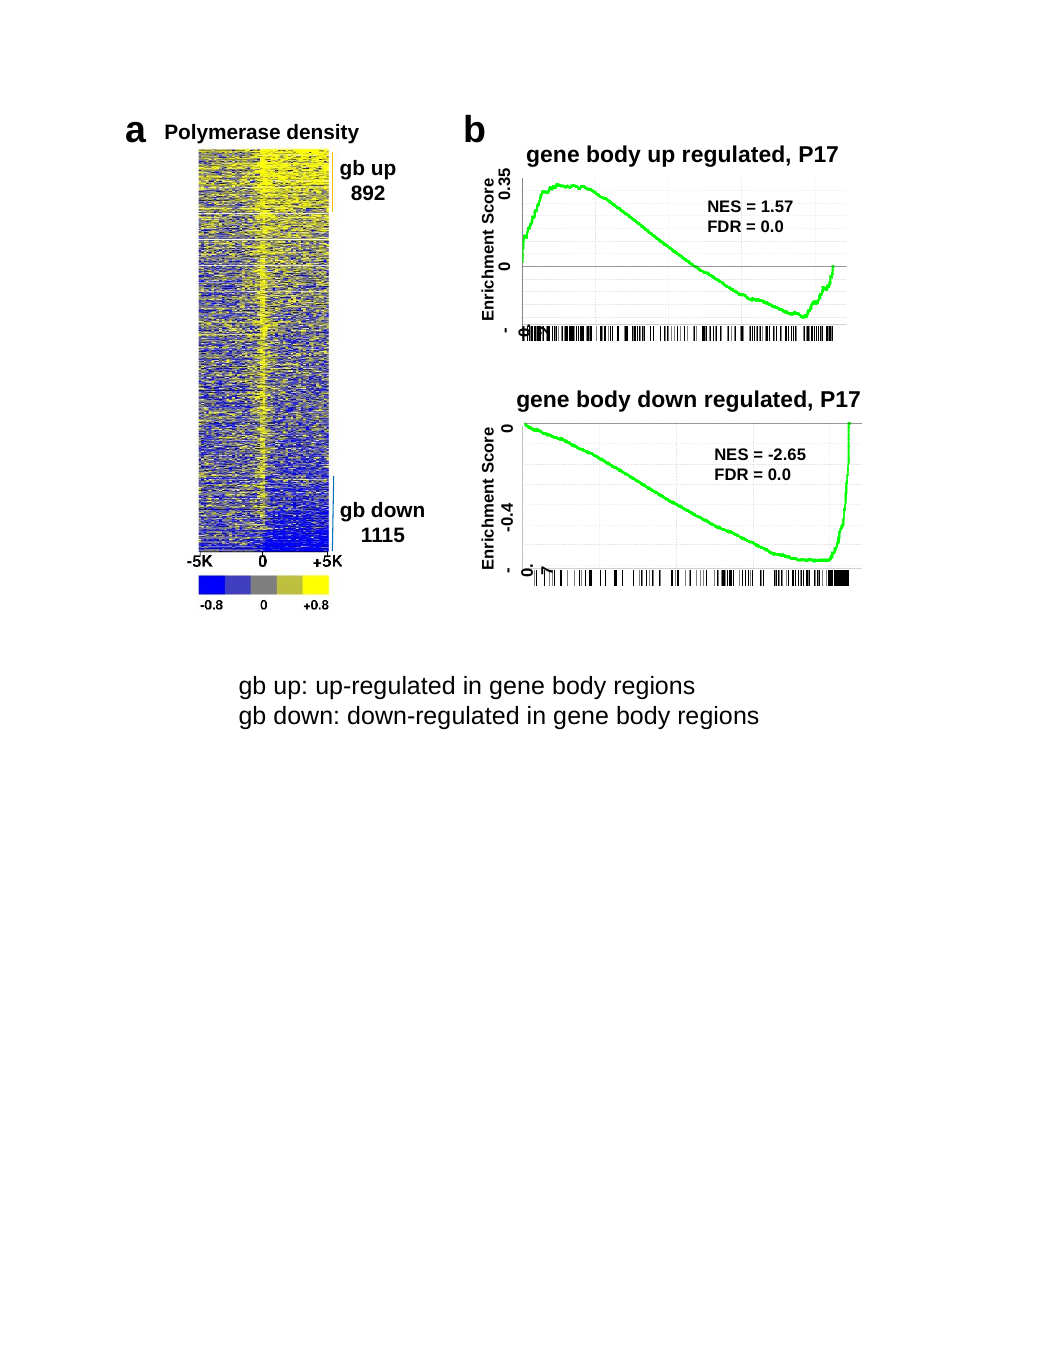

b
a
Polymerase density
gene body up regulated, P17
0.35
NES = 1.57
FDR = 0.0
Enrichment Score
0
- 0.2
gene body down regulated, P17
0
NES = -2.65
FDR = 0.0
Enrichment Score
-0.4
- 0.7
gb up
892
gb down
1115
gb up: up-regulated in gene body regions
gb down: down-regulated in gene body regions

# Supplementary material for: Nascent RNA sequencing analysis provides insights into enhancer-mediated gene regulation
**Source:** BMC Genomics. 2018 Aug 23;19:633. doi: 10.1186/s12864-018-5016-z
**Supplement:** Supplementary file 10 — Figure S6. Venn diagram of enhancer-gene associations determined by the closest TSS, within 50 k distance (50 kb) and 4DGenome (4D) methods.

## Slide 1
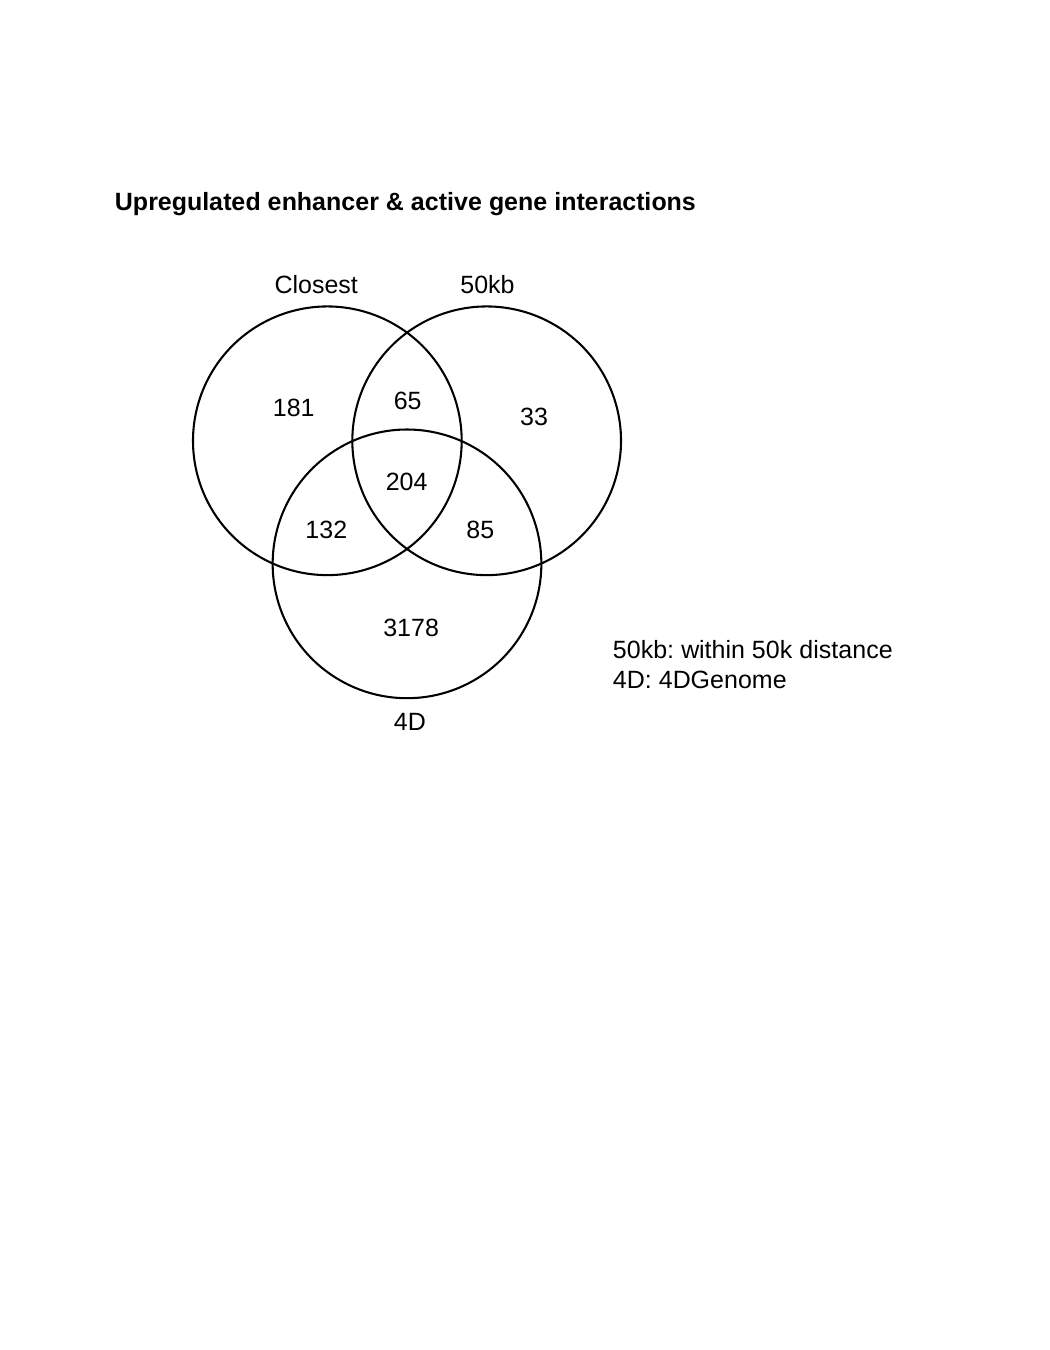

Upregulated enhancer & active gene interactions
50kb
Closest
65
181
33
204
132
85
3178
50kb: within 50k distance
4D: 4DGenome
4D

# Supplementary material for: Nascent RNA sequencing analysis provides insights into enhancer-mediated gene regulation
**Source:** BMC Genomics. 2018 Aug 23;19:633. doi: 10.1186/s12864-018-5016-z
**Supplement:** Supplementary file 12 — Figure S7. Gene body transcriptional changes between biological replicates after normalization. gb: gene body regions: gbd: read density in gene body regions; WT1: wildtype liver replicate 1; WT2; wildtype liver replicate 2; KO1: Hdac3-deleted liver replicate 1; KO2: Hdac3-deleted liver replicate 2.

## Slide 1
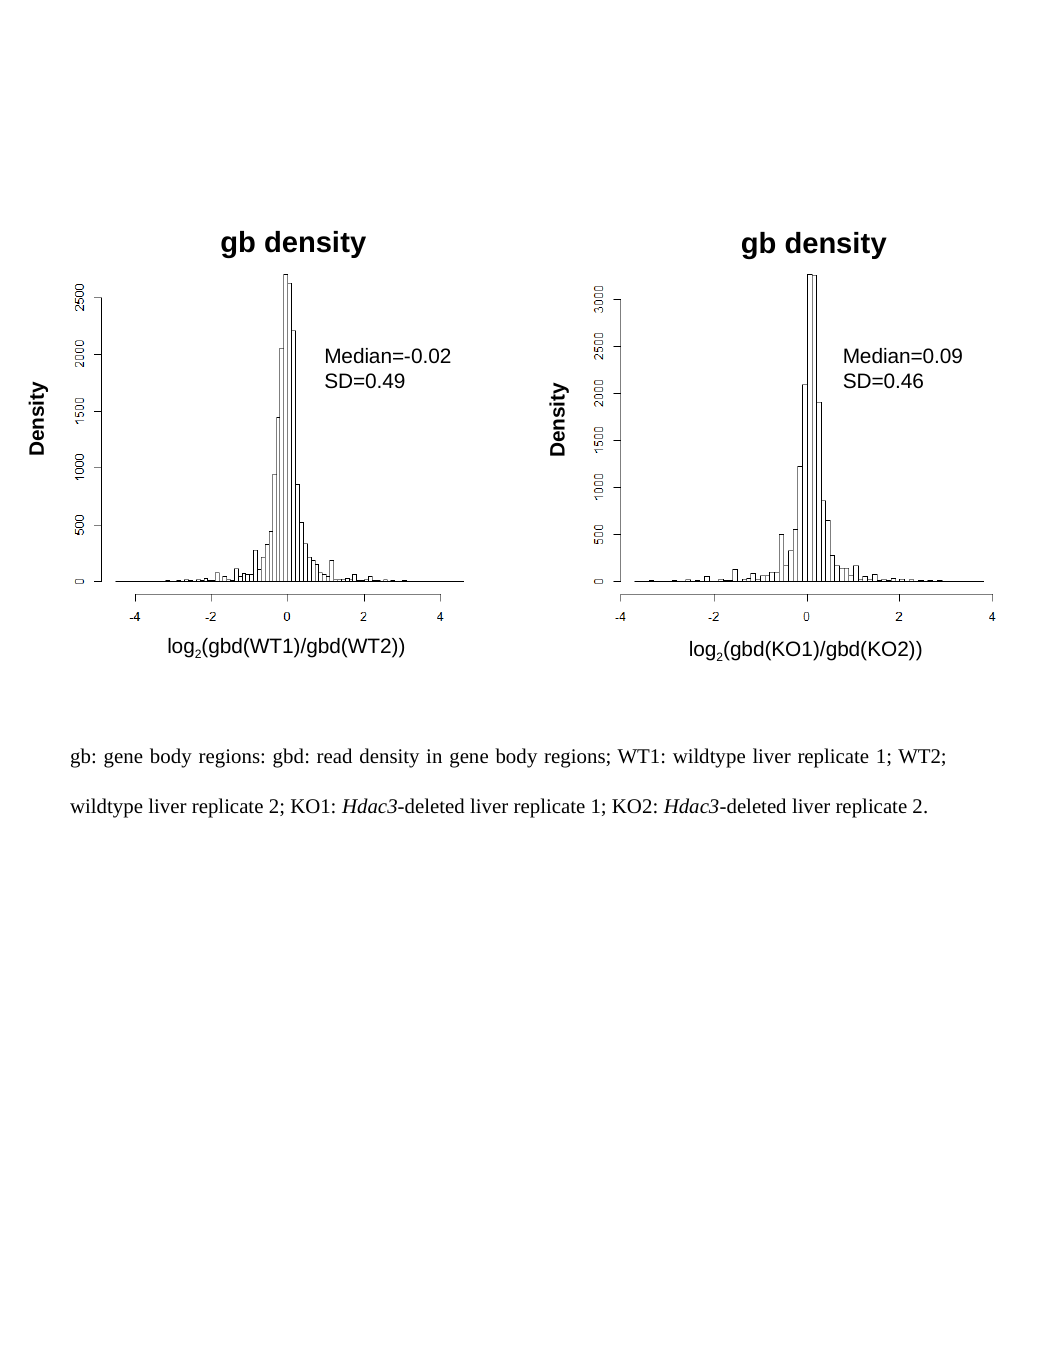

gb density
gb density
Median=-0.02
SD=0.49
Median=0.09
SD=0.46
Density
Density
log2(gbd(WT1)/gbd(WT2))
log2(gbd(KO1)/gbd(KO2))
gb: gene body regions: gbd: read density in gene body regions; WT1: wildtype liver replicate 1; WT2; wildtype liver replicate 2; KO1: Hdac3-deleted liver replicate 1; KO2: Hdac3-deleted liver replicate 2.

# Supplementary material for: Nascent RNA sequencing analysis provides insights into enhancer-mediated gene regulation
**Source:** BMC Genomics. 2018 Aug 23;19:633. doi: 10.1186/s12864-018-5016-z
**Supplement:** Supplementary file 14 — Figure S9. Histograms showing histone modification enrichment and GRO-cap transcriptional levels around intergenic bidirectional transcripts vs. unidirectional transcripts.

## Slide 1
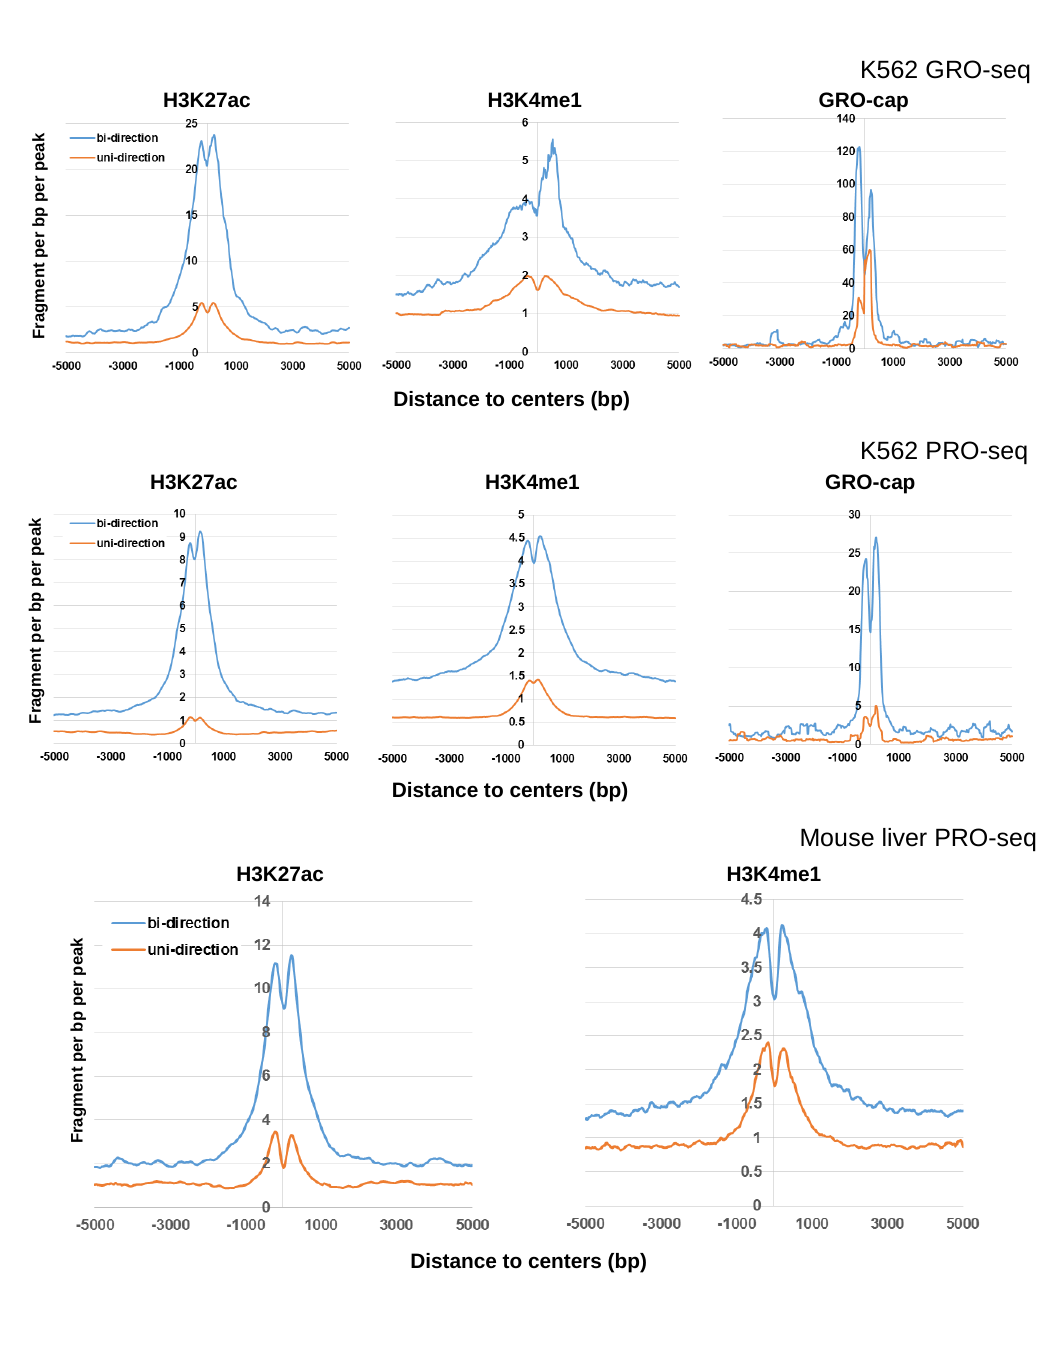

K562 GRO-seq
H3K27ac
GRO-cap
H3K4me1
Fragment per bp per peak
Distance to centers (bp)
K562 PRO-seq
H3K4me1
H3K27ac
GRO-cap
Fragment per bp per peak
Distance to centers (bp)
Mouse liver PRO-seq
H3K4me1
H3K27ac
Fragment per bp per peak
Distance to centers (bp)

# Supplementary material for: Nascent RNA sequencing analysis provides insights into enhancer-mediated gene regulation
**Source:** BMC Genomics. 2018 Aug 23;19:633. doi: 10.1186/s12864-018-5016-z
**Supplement:** Supplementary file 15 — Figure S10. Illustration of strategies to identify enhancers and enhancer centers.

## Slide 1
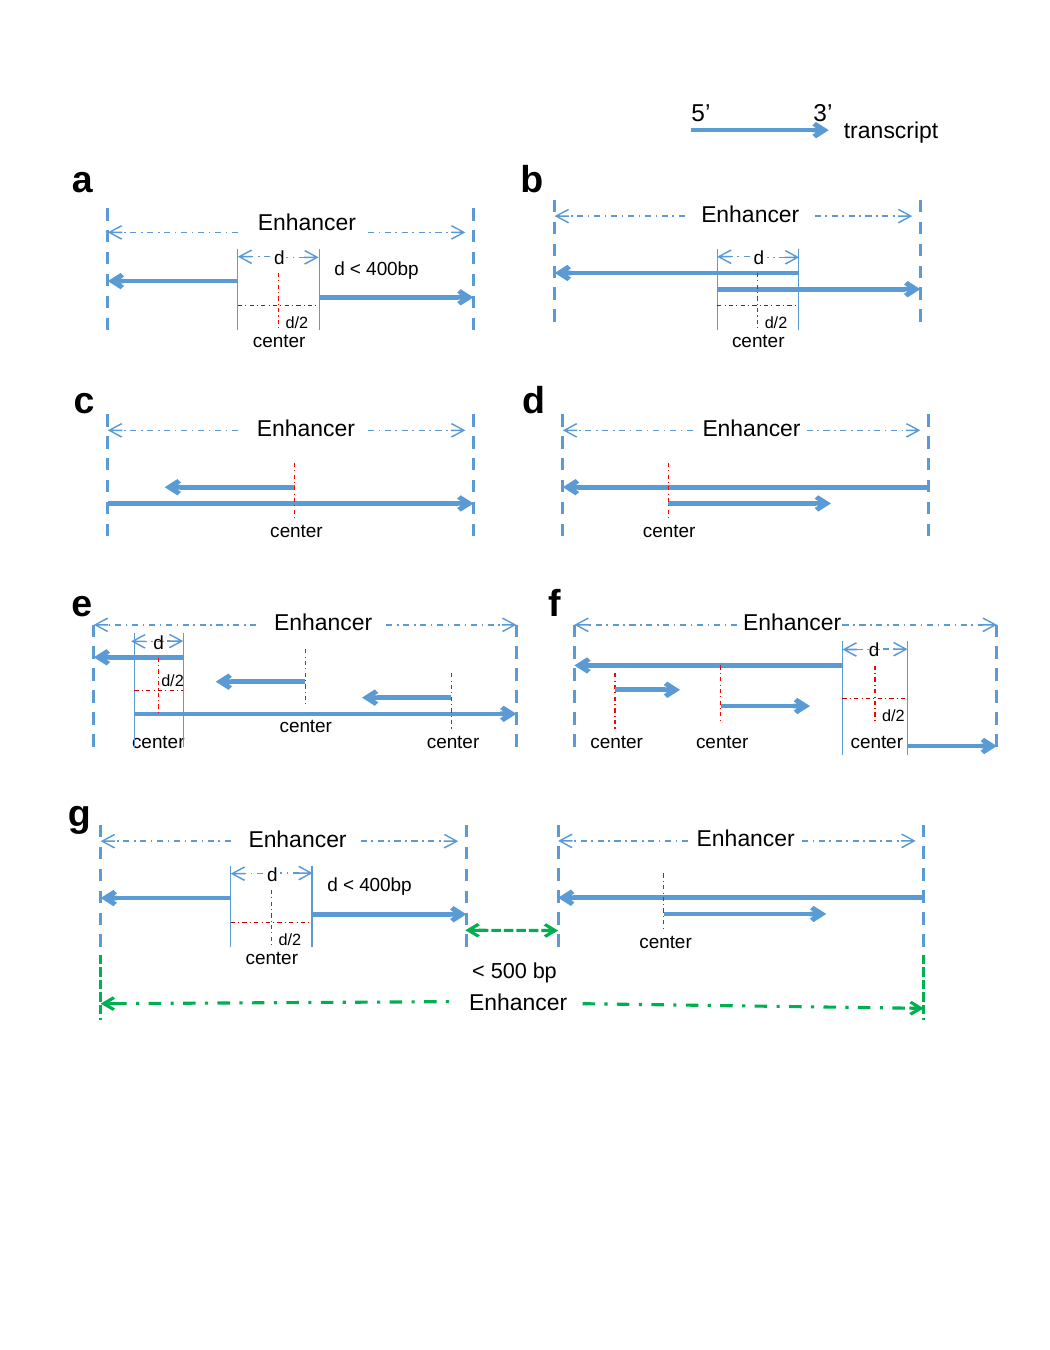

5’
3’
transcript
b
a
Enhancer
Enhancer
d
d
d < 400bp
d/2
d/2
center
center
d
c
Enhancer
Enhancer
center
center
e
f
Enhancer
Enhancer
d
d
d/2
d/2
center
center
center
center
center
center
g
Enhancer
Enhancer
d
d < 400bp
d/2
center
center
< 500 bp
Enhancer

How the deposited data were processed for this re-analysis (not part of the article)

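The data are 4 PRO-seq libraries of mouse liver nuclei on postnatal day 14, 2 from WT mice (WT1, WT2) and 2 from *Hdac3* KO mice (KO1, KO2). Each library was made from 20000000 nuclei pooled from 9 mice, so differences between single mice cannot be seen. The genotypes and replicate numbers of the libraries come from their labels. Same-numbered libraries were not treated as pairs in the main setting. The paper states that 6 samples from 18 mice were processed within 20 min and that the nuclei of 9 mice were pooled, so 2 pools may have been prepared in the same session. It does not say whether these were a WT and a KO pool, and its comparison of reads between conditions with DESeq2 names no block. For the pausing index, however, the paper names the Cochran-Mantel-Haenszel test, which takes replicates as strata, so for this measure the replicate block is the nearer alternative.

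The deposited table gives promoter-proximal and gene body values of each library for 20820 RefSeq transcripts. The authors trimmed the reads, aligned them to mm10 with Bowtie2, removed ribosomal RNA and reads of low mapping quality, and counted them with NRSA. For WT2, the deposited values are read counts, because the authors' scaling factor of this library is 1. For WT1, KO1 and KO2, the deposited values are normalized signal, the authors' counts multiplied by a factor per library, and the densities of all 4 libraries are signal per bp. Dividing by the factors recovered whole reads, from 16628518 to 26190040 per library. The deposited list of 2282 enhancers gives positions and distances in bp and the genes linked to each enhancer by the authors. It was made from the reads pooled over the 4 libraries and holds no values of single libraries.

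For each gene symbol, the transcript with the largest mean promoter-proximal value was kept. Active genes had promoter-proximal reads and a mean gene body density over 4 normalized reads per kb. The paper states this cutoff for a total read count scaled to 10000000. The deposited table does not give total read counts, so the cutoff was applied on the deposited scale, and with reads on genes in place of total reads as an alternative. Log2 values of the normalized reads plus 1 were compared between KO and WT with limma 3.58.1 (trend, empirical Bayes, no block) in R 4.3.3, with Benjamini-Hochberg adjustment over active genes. Calls needed an adjusted p under 0.05 and an absolute log2 fold change over 0.6, the thresholds that the paper gives for promoter-proximal regions, applied to gene bodies and to the log2 pausing index as well. Alternatives used edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, other pseudocounts (0.1 and 10), other filters on activity, other scalings, other rules for the transcript of a gene, other thresholds, a replicate block, and each library left out in turn.

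Gene lists were compared by permuting genes 100000 times (two-sided; smallest p 1e-05) and by 10000 random lists matched on promoter-proximal and gene body level. Shares of called genes were compared with Fisher's exact test, and shares carry 95% Wilson intervals. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Upregulated enhancers were those of the paper's Table S4 with an FDR under 0.05 and a log2 fold change over 1, since the values behind that table were not analysed here. The paper's test of the pausing index was replaced by limma on its log2 values. Genes are not independent replicates, so the tests over genes measure how far a list stands from other genes of the same libraries.

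The genes named in the text were chosen by a rule. They are the genes the paper names in its mouse liver results, except for 1 that is not reported here, together with *Actb*, and for each region the 3 largest rises and the 3 largest falls among called genes. For the latter, both KO libraries had to lie on the same side of both WT libraries, with a mean of at least 50 normalized reads. The enhancers named are the 3 ranked highest in Table S5 and the longest and the shortest of the list. *Fbxl18* and *Nudt4* fall outside this rule and were looked up after the values were seen. *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* also fall outside it and were used only to compare the mix of sexes. *Phxr4* and *Ptp4a2* are named only as the closest genes of listed enhancers.

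The procedure was tested on simulated data with 12705 genes, of which 200 were changed, with the depths and spreads of these libraries. For gene bodies, limma recovered 97.5% of the changed genes, edgeR 98% and DESeq2 97%. For promoter-proximal regions, limma recovered 49.5%, edgeR 68% and DESeq2 63.5%. At most 4 of the 12505 unchanged genes were called by any of the 3 tests in either region.

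The ChIP-seq, GRO-seq, mRNA-seq and microarray data and the other cell types of the paper were not analysed here. Neither were the reads around TSSs in bins, the reads of single enhancers, the interactions restricted to liver, or the ranks of Table S5.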

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

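The tests given here were chosen before their results were seen.

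The paper follows the genes linked to upregulated enhancers and does not report on those linked to downregulated ones. Table S4 gives 212 enhancers as downregulated at the mirrored thresholds, and 155 active genes are closest to them, 25 of which are also closest to an upregulated enhancer. The median gene body log2 fold change of the 155 genes was -0.37, against -0.09 for the other active genes, a difference of -0.28 (permutation test over genes, two-sided, p = 1e-05, the smallest it can give). The difference lay between -0.34 and -0.27 in the 4 pairs of a KO and a WT library. Of these genes, 59 (38.1%) were down in the gene body, against 11.4% of all active genes. Their median promoter-proximal log2 fold change was 0.30, against 0.56 for the others (permutation p = 1e-05). The expression level of the linked genes was weighed as a technical explanation. Random lists of other active genes matched on promoter-proximal and gene body level gave a median gene body change as low in 0% of 10000 lists, with a mean of -0.08. The enhancers were called up or down from the same libraries as the genes, so a difference between the pools of mice could move an enhancer and its gene together. A change in the mix of liver cells could do the same. The median change of 6 marker genes of blood cells in KO was -0.85, with 2 of the 6 above 0. Of the 155 genes, 0 are on the blood list. Whether the 155 genes are expressed in blood cells was not tested. So a loss of enhancer activity in KO livers remains a hypothesis that cannot be told apart from them.

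The activity filter leaves out genes with little gene body signal, which the paper does not discuss. Among the 7937 genes below the cutoff, 150 had a mean of at least 50 promoter-proximal reads, counted as recovered reads before scaling. Their median promoter-proximal log2 fold change was 0.66, with 82.7% above 0 and library pairs from 0.44 to 0.98. The few reads of such genes were weighed as an explanation. Over all 3940 genes below the cutoff with a promoter-proximal read the median was 0.35, so the value did not fall when only genes with more reads were kept. The spread between libraries remains as an explanation, as it does for active genes: the smallest median ratio of KO to WT over active genes was 0.947 times the ratio between the KO libraries. A rise of promoter-proximal polymerase in KO livers at genes with little elongation may contribute, but this cannot be told apart from a difference between the pools.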

How the results depend on the processing

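The alternatives were set before the data were examined, except for 3 chosen after seeing the data: DESeq2 with a zero-centred prior on fold changes, the paper's gene body cutoff applied per 10000000 reads with reads on genes in place of total reads, and a crossed pairing of the replicates. The cause was not tested for any of the changes given here, unless a value is named as showing it. Leaving out a library leaves 1 library in a genotype, so these fits gave no counts of called genes and no fold improvements. Without a filter on activity, no gene was called at the promoter-proximal region, so this setting gave no percentage of these genes and no fold improvements.

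Median-of-ratios scaling within each region gave 634 genes up and 942 down at the promoter-proximal region, against 3282 and 280 in the main setting. It also gave 30.4% of the promoter-proximal up genes without a gene body rise, 3 with a gene body fall, pausing index calls of 2 up and 12 down, a median promoter-proximal change of -0.0013 and a median gene body change of -0.0102. This setting centers each region, so its medians show no stability, and a shift of the pausing index shared by most genes is removed by design. The split of gene body calls was 1530 up and 1190 down, 56.3% up against 47.7%. TMM within each region with edgeR gave 682 up, 1017 down, 32.4% and 3. Scaling on gene bodies for both regions gave 67.0% of promoter-proximal up genes without a gene body rise and a median gene body change of -0.0102.

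Without a filter on activity, limma gave 0 genes up and 0 down at the promoter-proximal region (3790 and 398 without adjustment), 0 with a gene body fall (49 without adjustment), and pausing index calls of 0 and 0 (3402 and 468 without adjustment). Gene body calls were 406 up and 589 down, the median gene body change was 0 and the slope was 0.483. Genes active in every library gave 74.6% and 34 genes with a lower pausing index. The cutoff per 10000000 gene reads gave 75.1%, 44 genes with a lower pausing index, and a promoter-proximal level difference near enhancers of 0.0905 (permutation p = 0.148), while the gene body difference was 0.37 (permutation p = 1e-05, the smallest it can give).

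The replicate block gave 1772 genes up and 177 down at the promoter-proximal region, 57.7%, 10 with a gene body fall, and pausing index calls of 131 and 17. The crossed pairing gave 79.8%, 67 with a gene body fall, and pausing index calls of 4121 and 131, with 4861 genes up. The check of same-numbered libraries was 0.019 for gene bodies, where the block gave 1325 genes up and 1448 down. DESeq2 gave 180 genes down at the promoter-proximal region and 76.3%, with the prior 184, 76.8% and 19 with a gene body fall, and limma without a trend gave 63.6%. Without a threshold on the fold change, 2161 gene bodies were up and 2807 down, with 60.9% and 155. With an absolute log2 fold change over 1, 1956 genes were up at the promoter-proximal region, 498 gene bodies were up and 648 down, with 82.4% and 4. Pseudocount 10 gave pausing index calls of 2388 and 121, and pseudocount 0.1 a slope of 0.534.

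Across the 4 fits that each left out a library, r between the regions was 0.571 to 0.647 and the slope 0.515 to 0.623. The difference for genes closest to upregulated enhancers was 0.12 to 0.16 at promoter-proximal regions and 0.24 to 0.26 in gene bodies. For the 100 upregulated enhancers with the smallest FDR, the promoter-proximal difference was 0.0795 (permutation p = 0.153), while the gene body difference was 0.28 (permutation p = 1e-05, the smallest it can give). For these enhancers the fold improvement was 1.39 for closest (p = 0.0313), 1.23 for 50 kb (p = 0.312), 1.32 for closest and 50 kb (p = 0.227) and 1.33 for all 3 criteria (p = 0.291, all from Fisher's exact test). The fold improvement of 4DGenome fell under 1 with median-of-ratios scaling within each region (0.943), TMM (0.952), limma without a trend (0.9747), the replicate block (0.979) and enhancers with a log2 fold change over 0 (0.986), and was 1.06 with DESeq2 (p = 0.0192 from Fisher's exact test). Over active genes only, the SD between replicates was 0.291 for WT and 0.261 for KO. Known enhancers were 22.6% when all centers had to be in FANTOM5.

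The 22 results of named genes had 368 values under alternatives with a test. Of these, 353 kept their direction and their side of the threshold, 11 lost their adjusted p under 0.05, all without a filter on activity, and 4 changed direction. In the 88 values with a library left out, which have no test, 4 had the other sign, all of them promoter-proximal changes (of *Hdac3*, *Ncor1* and *Actb*). With median-of-ratios scaling within the region and with TMM, the promoter-proximal change was -0.19 and -0.17 for *Hdac3* and -0.51 and -0.50 for *Actb*. Scaling within the region lowers the changes of all genes by about the same amount, and both genes were below the median of active genes before it (by -0.18 and -0.50), so the change of sign is that of the median. Neither of these results was past the threshold in any setting run.

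In simulated data with the depths and spreads of these libraries, limma recovered 49.5% of the genes changed at promoter-proximal regions, edgeR 68% and DESeq2 63.5%. How much of this is due to depth was not tested. Genes without a promoter-proximal call are therefore not shown to be unchanged.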

Differences from the paper's values

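Counts are listed as differences only when they are more than 1.5 times apart. Smaller differences include 3282 genes up at the promoter-proximal region, against the paper's 2801, and 12705 active genes, more than in the paper. In gene bodies, 1324 genes were up and 1449 down, against the paper's about 890 and 1100 in Fig. S3, read by eye. All 3 linking strategies shared 153 associations, against the paper's 204. Alternatives named here were set before the data were examined unless stated. At promoter-proximal regions, 280 genes were down, against the paper's 180. The count was within 1.5 times the paper's with pseudocount 10 (269), genes active in every library (246), scaling on gene bodies (192), the replicate block (177), edgeR (265), DESeq2 (180) and an absolute log2 fold change over 1 (231), and with the other 9 alternatives it was not. DESeq2 with a prior on fold changes, chosen after seeing the values, gave 184. Of the genes up at the promoter-proximal region, 30 were down in the gene body, against the paper's 15. Scaling on gene bodies (20), the replicate block (10) and DESeq2 (20) came within 1.5 times the paper's value, and 13 other alternatives did not. DESeq2 with the prior, chosen after seeing the values, gave 19.

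The adjusted p of the promoter-proximal change of *Fscn1* was 1.27e-04 from limma, against the paper's 3.9e-04. It was within 1.5 times the paper's value with edgeR (2.65e-04) and DESeq2 (4.50e-04), and not with 12 other alternatives. DESeq2 with the prior, chosen after seeing the values, gave 4.53e-04.

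4DGenome gave 6204 associations of upregulated enhancers with active genes, against the paper's 3599, and no alternative applied to this count. The median promoter-proximal level of genes closest to enhancers was 0.31 higher on the log2 scale than that of other active genes, against the paper's about 2.5 in Fig. 5c, read by eye. In gene bodies it was 0.55, against the paper's about 2.3 in Fig. 5c, read by eye. Only the setting without a filter on activity came near these values, with 2.38 and 2.18. The rest of the 10 alternatives set before the data were examined did not. Without the filter, the other genes include inactive ones, while the paper assigns enhancers to active genes only. The paper names other active genes as its comparison group, and whether inactive genes entered Fig. 5c could not be checked here.

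The other differences listed are log2 fold changes of named genes in the paper's Table S2, whose stated errors are standard errors. A gap is called closed when it is no larger than the larger of the paper's standard error and that from limma here. In gene bodies, the value of *Gstm3* was 3.58 against the paper's 2.73, and no alternative closed the gap. *Ppp1r3g* had -4.26 against the paper's -2.67 and *H19* had -3.98 against the paper's -1.19. No alternative closed these gaps, and DESeq2 with the prior, chosen after seeing the values, gave -2.26 and -2.11. *Sds* had -4.11 against the paper's -3.78. Only leaving out WT replicate 2 (-3.93) closed this gap among the alternatives set before the data were examined, and DESeq2 with the prior, chosen after seeing the values, gave -3.99.

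At promoter-proximal regions, *Orm3* had 3.43 against the paper's 2.29, and pseudocount 10 (2.64), TMM (2.65) and leaving out WT replicate 2 (2.40) closed the gap, the limit being the standard error of 0.39 here. *Lrat* had 2.76 against the paper's 2.13, and pseudocount 10 (2.34), median-of-ratios scaling within the region (2.20), TMM (2.11) and leaving out WT replicate 1 (2.25) closed the gap. *Sod3* had 2.67 against the paper's 2.03, and pseudocount 10 (2.09), median-of-ratios scaling within the region (2.13) and TMM (2.17) closed it. *H19* had -4.16 against the paper's -3.51, and leaving out KO replicate 2 (-3.82) closed it, the limit being the standard error of 0.32 here. *Selenbp2* had -3.29 against the paper's -2.44, and pseudocount 10 (-2.51) closed it. *Serpina3m* had -2.70 against the paper's -2.33, and pseudocount 10 (-2.52), scaling on gene bodies (-2.62), leaving out WT replicate 1 (-2.58) and leaving out KO replicate 2 (-2.64) closed it, the limit being the standard error of 0.33 here. The other alternatives set before the data were examined did not close these 6 gaps. DESeq2 with the prior, chosen after seeing the values, gave 1.57 for *Orm3*, 2.303 for *Lrat*, 2.23 for *Sod3*, -3.74 for *H19*, -2.70 for *Selenbp2* and -2.47 for *Serpina3m*. By the same rule, these values closed every gap except that of *Orm3*.

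The paper states that each of the 3 strategies for linking enhancers to genes raised the fraction of genes up at the promoter-proximal region. Here 4DGenome had a fold improvement of 1.02 (Fisher's exact p = 0.377), which was under 1 in 5 settings. It rests on 6204 associations with active genes, against the paper's 3599. The set of links thus differs from the paper's, and the fold improvements are not a like comparison. With DESeq2, the test the paper names, it was 1.06 (Fisher's exact p = 0.0192), in the direction the paper states.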

Other observations

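The tests of library scaling, of variation between libraries, of RNA from other cells on promoter-proximal signal and on genes closest to upregulated enhancers, and of start sites were chosen only after the results were seen, and the other tests before.

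The higher promoter-proximal signal in KO libraries was weighed against 5 explanations. With scaling on gene bodies in place of the deposited scaling the median change was 0.64, but the factors of the 4 libraries were only 0.942 to 1.04 and this value follows from the median gene body change. It shows a rise relative to gene bodies and cannot exclude an effect of library scaling. Scaling within the promoter-proximal region sets the median near 0 by design and cannot test it either. The few reads in promoter-proximal windows were tested in the 3177 active genes with most reads, where the median was 0.63. RNA from other cells was tested in the 7644 active genes whose gene body change was under 0, and their median promoter-proximal change was 0.43, over 0.5 times that of all active genes. These genes were picked by their gene body change in the same libraries, which is correlated with the promoter-proximal change, so the test bears on this set of genes only and does not exclude a part played by other cells at the rest. Variation between libraries remains: the smallest median ratio of KO to WT was 0.947 times the largest ratio within a genotype, that of KO2 over KO1. Other splits of the 4 libraries were also fitted. Of the 2 splits that part both same-numbered pairs, 1, the real one, gave as many as 3562 genes past the threshold. The other one gave 0 (37 genes with an unadjusted p under 0.05, against 5513). The split of replicate 1 against replicate 2, which parts no same-numbered pair, gave 0 (18 unadjusted). With so few splits, no share under 0.05 is possible. A rise of promoter-proximal polymerase after loss of HDAC3 is thus a candidate explanation that cannot be told apart from library scaling or from variation between the pools.

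Gene body changes may in part reflect RNA from cells other than hepatocytes. Of 5 lists of marker genes, 3 had a median gene body change above the 95% range of random lists matched on level. The median was 1.35 for 12 stellate cell genes, 0.86 for 12 endothelial genes and 0.23 for 12 macrophage genes, with 12, 12 and 11 genes above 0. The list of 6 blood cell genes lay outside the range in the opposite direction, with a median of -0.85 against a lower bound of -0.46. Of these 6 genes, 2 were above 0. The median of 4 cholangiocyte genes was -0.45, within the range. A change in the mix of cells and a change of these genes within hepatocytes cannot be told apart here. *Lrat* is on the stellate list.

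The share of promoter-proximal up genes among genes closest to upregulated enhancers was tested against expression level. Random lists of active genes with the same levels reached its fold improvement of 1.51 in 0% of 10000 lists (mean 1.02, largest 1.32). RNA from other cells was weighed too. Of the 36 active marker genes of the 3 raised lists, 9 were closest to an upregulated enhancer (Fisher's exact test, two-sided, p = 3.62e-06). These lists are known to rise in KO, so the test cannot tell whether other cells account for the share. With the active marker genes of all 5 lists left out, 171 of 447 closest genes were up, a fold improvement of 1.49, so the listed genes themselves account for little of it. Other genes of these cells were not tested. Enhancers and genes were called in the same libraries, so a difference between the pools remains possible as well.

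Some listed enhancers may be promoters of genes outside RefSeq. Among the 2042 enhancers with all centers at least 2000 bp from RefSeq genes, 4.46% (91) had a center within 500 bp of a GENCODE start site of a gene without a RefSeq symbol. When the centers were moved to nearby positions in 1000 draws, the mean was 1.17% and the largest 1.94%. The share was 3.44% among upregulated and 3.77% among downregulated enhancers (over all listed enhancers), so few of the called ones are concerned.

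An unequal mix of female and male mice in the pools may add to the differences between libraries. The ratio of *Xist* to the summed Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty*) in gene bodies was 0.0798 in WT1, 0.537 in WT2, 0.194 in KO1 and 0.0399 in KO2. *Xist* and the Y-linked genes moved in opposite directions in 5 of the 6 pairs of libraries. The sexes of the pooled mice are not known here, so this cannot be told apart from other differences. WT2 and KO2 differ most, and the genotypes overlap.

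Gene length did not explain gene body changes. Spearman's rho of the log2 ratio with gene body length, across genes, was -0.016 in the KO over WT pair with the smallest value and -0.046 to 0.098 in the 4 pairs, while it was 0.220 between the WT and 0.101 between the KO libraries. No biological explanation was tested for this pattern.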
